# Whole-genome gene expression profiling revealed genes and pathways potentially involved in regulating interactions of soybean with cyst nematode (*Heterodera glycines* Ichinohe)

**DOI:** 10.1186/s12864-015-1316-8

**Published:** 2015-03-04

**Authors:** Jinrong Wan, Tri Vuong, Yongqing Jiao, Trupti Joshi, Hongxin Zhang, Dong Xu, Henry T Nguyen

**Keywords:** Defense, Gene expression profile, *Heterodera glycines*, Magellan, Microarray, Resistance, PI 437654, PI 567516C, Soybean, Soybean cyst nematode (SCN)

## Abstract

**Background:**

Soybean cyst nematode (SCN, *Heterodera glycines* Ichinohe) is the most devastating pathogen of soybean. Many gene expression profiling studies have been conducted to investigate the responses of soybean to the infection by this pathogen using primarily the first-generation soybean genome array that covered approximately 37,500 soybean transcripts. However, no study has been reported yet using the second-generation Affymetrix soybean whole-genome transcript array (Soybean WT array) that represents approximately 66,000 predicted soybean transcripts.

**Results:**

In the present work, the gene expression profiles of two soybean plant introductions (PIs) PI 437654 and PI 567516C (both resistant to multiple SCN HG Types) and cultivar Magellan (susceptible to SCN) were compared in the presence or absence of the SCN inoculum at 3 and 8 days post-inoculation using the Soybean WT array. Data analysis revealed that the two resistant soybean lines showed distinctive gene expression profiles from each other and from Magellan not only in response to the SCN inoculation, but also in the absence of SCN. Overall, 1,413 genes and many pathways were revealed to be differentially regulated. Among them, 297 genes were constitutively regulated in the two resistant lines (compared with Magellan) and 1,146 genes were responsive to the SCN inoculation in the three lines, with 30 genes regulated both constitutively and by SCN. In addition to the findings similar to those in the published work, many genes involved in ethylene, protein degradation, and phenylpropanoid pathways were also revealed differentially regulated in the present study. GC-rich elements (e.g., GCATGC) were found over-represented in the promoter regions of certain groups of genes. These have not been observed before, and could be new defense-responsive regulatory elements.

**Conclusions:**

Different soybean lines showed different gene expression profiles in the presence and absence of the SCN inoculum. Both inducible and constitutive gene expression may contribute to resistance to multiple SCN HG Types in the resistant soybean PI lines. Ethylene, protein degradation, and phenylpropanoid pathways, as well as many other pathways reported previously, may play important roles in mediating the soybean-SCN interactions. The revealed genes, pathways, and promoter elements can be further explored to regulate or engineer soybean for resistance to SCN.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1316-8) contains supplementary material, which is available to authorized users.

## Background

Annual soybean yield losses caused by soybean cyst nematode (SCN, *Heterodera glycines* Ichinohe) in the United States alone were estimated at 1.5 billion dollars [1]. One of the effective ways to control this disease is through deployment of genetic resistance in soybean cultivars. Two of the major sources of resistance employed in breeding programs are derived from soybean lines PI 88788 and Peking (PI 548402), especially the former [2]. Recently, the genes underlying two major QTL (quantitative trait loci), *Rhg1* and *Rhg4*, responsible for resistance to SCN in the soybean lines, have been cloned [3,4]. However, due to the overuse of the resistance from these sources, SCN populations showing increasing reproduction on resistant soybean cultivars have emerged [5-7]. Thus, new sources of resistance are needed for sustainable soybean production. For this purpose, a number of studies have screened plant introductions (PIs) in the USDA Soybean Germplasm Collection for new sources of resistance to SCN. As a result, new resistant lines were identified (e.g., [8-12]). Among these identified resistant lines, PI 437654 and PI 567516C were highly resistant to multiple SCN races [Races 1 (HG Type 2.5.7), 2 (HG Type 1.2.5.7), 3 (HG Type 0), 5 (HG Type 2.5.7), and 14 (HG Type 1.3.5.6.7)] [9,11,13,14]. Different from PI 437654, PI 567516C is also highly resistant to the synthetic nematode population LY1, which was derived from a mass mating of SCN races 2 (HG Type 1.2.5.7) and 3 (HG Type 0) [15,16]. This uniqueness is in agreement with the findings that PI 567516C is genetically different from most other SCN resistant lines (including PI 88788 and Peking) [17] and contains two novel QTL, which were genetically mapped on chromosomes (Chr.) 10 and 18 for resistance to multiple SCN races [14]. Although PI 437654 was shown to contain two known QTL (*Rhg1* and *Rhg4*), a new QTL for resistance to SCN HG types 0, 2.5.7, and 1.3.5.6.7 (PA 3, 5, and 14, respectively), was mapped to Chr. 20 [18]. Therefore, PI 437654 and PI 567516C are two important sources with resistance to multiple SCN HG Types, different from most other SCN resistant lines, including PI 88788 and Peking.

Microarrays are an important tool to study global gene expression in organisms, including soybean, in their growth/development processes and their responses to internal and external stimuli [19-22]. The first-generation Affymetrix Soybean Genome array covering approximately 37,500 soybean transcripts (http://media.affymetrix.com/support/technical/datasheets/soybean_datasheet.pdf) has been extensively used to probe the soybean-nematode interactions, and tremendous information has thus been generated (e.g., [23-36]). With the completion of the soybean genome sequencing project [37], the second-generation Affymetrix soybean genome array, called the Affymetrix soybean whole-genome transcript array (Soybean WT array), covering approximately 66,000 predicted soybean transcripts, was designed [38]. This array has been used to study how soybean responded to fungal infection and abiotic drought stress [38,39]. However, so far no study has been reported using this new soybean WT genome array to investigate the interactions of soybean with SCN or other nematode species. Expectedly, the application of this new array should provide a better and broader picture of soybean gene expression profiles in response to SCN due to its broader coverage of the soybean genome.

In the present work, the Soybean WT array was used to probe the gene expression profiles in the two important soybean PIs (PI 437654 and PI 567516C), which are resistant to multiple SCN HG Types, and a susceptible soybean cultivar, Magellan, in response to the SCN inoculation at two time points [3 and 8 days post-inoculation (dpi)]. These two time points roughly correspond with the initiation and establishment of syncytia, respectively [27]. Our current work revealed significant gene expression differences between these two PIs and the susceptible cultivar in response to the SCN inoculation, although some overlap was observed. Additionally, 297 genes were found constitutively expressed or suppressed in the two resistant PIs compared with the susceptible cultivar, suggesting that both constitutive and inducible gene expression may contribute to resistance to multiple SCN HG Types in the two resistant lines. Our present study revealed not only data similar to those in the published microarray work, but also some new information, such as the potential role of ethylene, protein degradation, and phenylpropanoid pathways in mediating the soybean-SCN interactions. The findings from the current study will benefit our understanding of the molecular mechanisms underlying resistance to SCN in soybean and may provide information for manipulating soybean resistance to SCN through genetic engineering.

## Results and discussion

### Gene expression profiling of the three soybean genotypes

To compare the gene expression profiles among the three soybean genotypes (PI 437654, PI 567516C, and Magellan) in response to SCN infection, 3-day-old seedlings (at the VC-Cotyledon stage) were inoculated with 2,000 J2 (juvenile 2) SCN of HG type 0 (race PA 3) [10] for 3 and 8 days, respectively. 

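Root RNA of the resistant lines PI437654 and PI567516C and of the susceptible cv. Magellan was measured on 42 arrays. They form 15 groups of line, treatment and day, with 2 arrays per group at day 0 and 3 at 3 and 8 dpi. The deposited values are linear intensities of 66,659 probe sets. Array medians ran from 3.682 to 20.814, so the arrays had not been brought to a common scale, and the arrays numbered 3 had the lowest middle value (7.338, from 4.237 to 8.649). The values were log2-transformed and quantile-normalized, and group means were compared with limma over all 42 arrays with 27 residual degrees of freedom. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. An SCN response is the SCN-inoculated minus the water-treated group of the same line and day, with n = 3 against 3 arrays in 1 line and n = 9 against 9 averaged over the lines. A constitutive difference is a resistant line minus Magellan in water, called at 2 or more of the 3 days, and its average over the days has n = 8 against 8 arrays. Each n below is the number of arrays on either side.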

Seedlings treated with water (mock inoculation) were also collected at days 0, 3, and 8, to serve as the controls for the SCN-inoculated samples, and meanwhile to monitor constitutive gene expression in the resistant genotypes, PI 437654 and PI 567516C, in the absence of SCN by comparing with the susceptible genotype, cv. Magellan. In the present study, the SCN-regulated genes in a particular soybean line were obtained by comparing the SCN-inoculated sample with the corresponding water-treated sample at the same time point, and the constitutively-regulated genes in a particular resistant soybean line were obtained by comparing the water-treated resistant soybean line with the water-treated susceptible line (Magellan) at day 0.

Analysis of the present microarray data using dCHIP (DNA CHIP Analyzer software) [40] revealed that 3,582 genes (with a fold change ≥2 and t-test *p* value <0.05) were differentially regulated either constitutively or due to the SCN inoculation (see Additional file 1). Out of these genes, 2,375 were constitutively regulated in the two resistant PI lines by comparing with the cv. Magellan, and 1,398 genes were responsive to the SCN inoculation in the three genotypes. Interestingly, 191 genes that were regulated constitutively in the two resistant PIs were also responsive to the SCN inoculation. However, by comparing with the most recent soybean genome assembly and annotations (Glycine max Wm82.a2.v1: http://genome.jgi.doe.gov/pages/dynamicOrganismDownload.jsf?organism=PhytozomeV10), only 1,413 genes out of the 3,582 remained that were regulated either constitutively or by the SCN inoculation (see Additional file 2). Among them, 297 genes were constitutively regulated in the two resistant PI lines by comparing with cv. Magellan (see Additional file 3), 1,146 genes were responsive to the SCN inoculation in the three genotypes (see Additional file 4), and 30 that were constitutively regulated in the two resistant PIs were also responsive to the SCN inoculation (see Additional file 5). These data suggest that both constitutive and inducible gene expression may contribute to the observed resistance in the two resistant soybean PIs.

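Averaged over the 3 lines, 532 probe sets rose and 38 fell after SCN inoculation at 3 dpi. Glyma.06G170300, encoding a calcineurin-like phosphoesterase, rose by log2 5.30 (SE 0.65, n = 9, adjusted p = 6.73e-06). Glyma.09G040400, encoding a Bet v I type pathogenesis-related protein, rose by 4.70 (SE 0.60, n = 9, adjusted p = 1.27e-05). Glyma.17G138500, of the glycosyl hydrolase family that includes the plant invertases, rose by 4.54 (SE 0.51, n = 9, adjusted p = 2.41e-06), and all 3 genes were higher in each line. In water, 172 probe sets were higher and 258 lower in PI437654 than in Magellan, and 185 were higher and 265 lower in PI567516C. Glyma02g36640, encoding an RCI2 hydrophobic protein, was higher in both resistant lines, by 6.71 (SE 0.25, n = 8, adjusted p = 2.13e-18) and 6.85 (adjusted p = 7.73e-19). Glyma.01G105800, encoding a lipid-transfer and 2S albumin type protein, was higher by 7.22 in PI437654 (SE 0.34, n = 8, adjusted p = 3.9e-16) and differed by 0.47 in PI567516C (adjusted p = 0.617). From the presence of both kinds of regulation, the paper proposes that constitutive and inducible expression both contribute to the resistance of the PI lines. The SCN counts averaged over lines ranged from 425 to 567 calls when 1 array was left out and came to 116 without normalization. The share of higher calls among the constitutive ones was 40.0% and 41.1% here, 42.6% and 35.4% with median centring and 39% and 38.9% with loess, and it turned to 60.7% of 89 and 62.5% of 112 calls without normalization.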

To validate the quality of the microarray data, 15 genes were randomly selected and examined for their expression using quantitative reverse transcription-polymerase chain reaction (qRT-PCR). 

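Among the genes measured by qPCR, Glyma.16G069800 (cupin domain protein) was higher in water-treated PI437654 than in Magellan at 3 dpi by log2 4.21 on the arrays (SE 0.58, n = 3, adjusted p = 2.35e-05) and by 5.25 in the paper's qPCR. Glyma.18G061300 (2-oxoglutarate-dependent oxygenase) was lower there, at -3.82 (SE 0.61, n = 3, adjusted p = 0.00025), against -3.58 by qPCR. Glyma.18G270100 (protein kinase) was higher in PI567516C by 5.38 (SE 0.50, n = 3, adjusted p = 8.99e-09), against 5.03 by qPCR. Glyma.02G048600 rose after SCN inoculation of PI437654 by 3.14 (SE 0.69, n = 3, adjusted p = 0.0303), against 2.94 by qPCR. Glyma.10G234700 (cytochrome P450) differed most, at 0.17 after SCN inoculation of Magellan (SE 0.82, n = 3, adjusted p = 1) against 4.49 by qPCR. Across the 15 genes the methods correlated in the constitutive comparisons, with r of 0.851 for PI437654 and 0.88 for PI567516C (permutation p = 0.00011 and 9e-05, adjusted p = 0.000275 each). For the SCN responses r was 0.763 in PI437654 (permutation p = 0.00095, adjusted 0.00158), 0.624 in PI567516C (0.012, adjusted 0.015) and 0.383 in Magellan (0.156). Without the 2 genes whose array value lay farthest from the median of the 15, the SCN values of r were 0.513, 0.279 and 0.184. The constitutive ones were 0.847 and 0.916. In the paper's table of these genes the SCN values headed qPCR equal its array values for 8 of 10 probe sets (fold changes within 0.006), so the column headed Microarray was taken as qPCR, which is inferred. The value of r describes these 15 genes alone, and the calls of Glyma.18G061300 and Glyma.02G048600 ended in 1 and 8 settings.

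**Figure D1:**
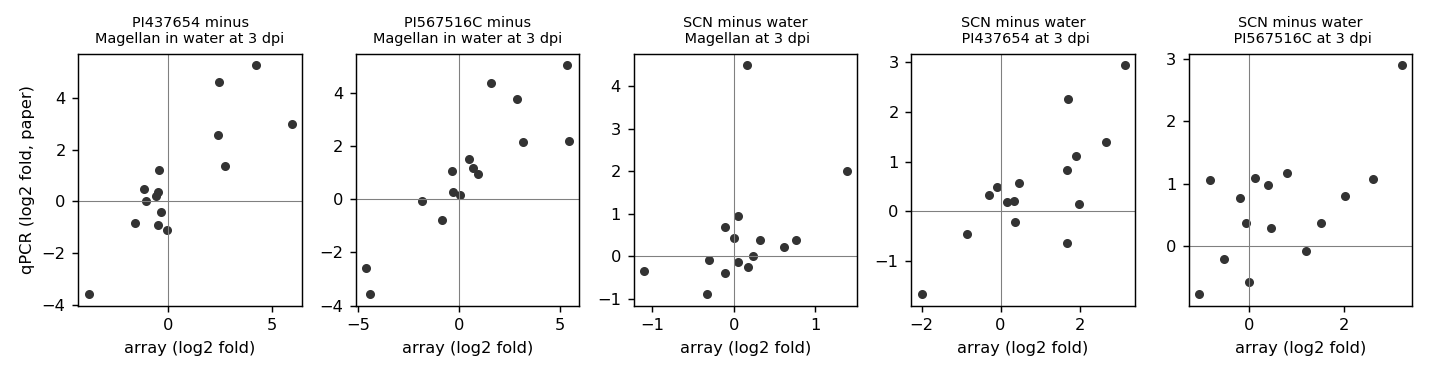
Each panel plots the log2 fold change of 15 genes by qPCR against that on the arrays for 1 comparison, and each point is 1 gene. The correlations run from 0.383 (Magellan, SCN) to 0.88 (PI567516C, water).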

In most cases, the qPCR results were similar to those of the microarray experiment (see Additional file 6), indicating the high quality of our microarray data.

To identify groups of co-expressed genes to reveal biological pathways and postulate transcriptional regulatory mechanisms, the constitutively regulated 297 genes were clustered using dCHIP [40]. These genes were roughly clustered into two major clades (Figure 1). Clade 1: Genes constitutively up-regulated in both PI lines, and Clade 2: Genes constitutively down-regulated in both PI lines. There are also minor clades showing unique regulations of genes in these two PI lines, e.g., clade 2a (up-regulated in PI 437654 and down-regulated in PI 567516C), and clade 2b (down-regulated in PI 437654 and up-regulated in PI 567516C). 

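In both resistant lines, 85 probe sets were higher and 143 lower than in Magellan, against 0.48 and 1.03 for independent lists. Glyma.10G285300, encoding a RING finger protein, was lower, at -4.83 in PI437654 (SE 0.32, n = 8, adjusted p = 1.56e-12) and by -4.79 in PI567516C (adjusted p = 1.47e-12). Glyma.01G025100, which has no annotation, was lower, at -5.33 and -4.74 (SE 0.25, n = 8, adjusted p = 5.33e-16 and 7.12e-15). Glyma.19G086500, encoding a cupin domain protein, was higher in PI567516C by 7.84 (SE 0.28, n = 8, adjusted p = 3.16e-19) and differed by 0.12 in PI437654 (adjusted p = 0.916). Between the PI lines 872 probe sets differed, 458 of them higher in PI437654. The share higher in PI437654 was 52.5%, 63.4% with median centring and 39.3% without normalization. Among the probe sets called by limma at 2 or more days, 0 were called in opposite directions, with 19 at unadjusted p under 0.05, 0 by the criteria of the paper's methods and 17 on the average over days. Both lines were compared with the same Magellan arrays, which by itself correlates their differences. Lists from different days, which share no array in the groups compared, overlapped by 159 to 237 probe sets. They still share Magellan as the reference line and the estimate of the spread. A difference particular to Magellan would therefore enter both lists. The correlation of the averaged differences was 0.648, against 0.499 in 20 simulations of unchanged groups with the shared arrays, and the covariance 0.132 against 0.038. The 5 Magellan arrays numbered 1 had the lowest values on the first principal component (-191.8 to -63.7, other arrays -61.6 to 64.6, with no gap between), and without them 378 and 416 probe sets were called.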

The hierarchical clustering of the SCN-regulated 1,146 genes using dCHIP [40] roughly separated them into five major clades (Figure 2). 

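At 3 dpi SCN inoculation raised 199 probe sets and lowered 4 in PI437654, and it raised 10 in PI567516C. VLXC, encoding a vegetative lipoxygenase, rose in the average over lines by 3.87 (SE 0.50, n = 9, adjusted p = 1.35e-05). Glyma.05G106800, encoding a cyclin, rose by 2.42 (SE 0.29, n = 9, adjusted p = 5.94e-06). Glyma.07G007100, encoding a lipoxygenase, rose by 4.23 (SE 0.64, n = 9, adjusted p = 0.000134), with 4.07 in Magellan, 4.14 in PI437654 and 4.48 in PI567516C. In Magellan limma called 0 probe sets, and up to 44 in other fits. At unadjusted p under 0.05 there were 3,054, against 3,744 in PI437654, 3,315 in PI567516C and 3,333 by chance alone. A count under the chance number does not show that no gene responded. By the unadjusted criteria of the paper's methods, 358, 810 and 423 were called in Magellan, PI437654 and PI567516C. With replicate number as a block in the limma fit these were 34, 327 and 29. The replicate values did not overlap between treatments for 10.16%, 13.79% and 11.78% of the probe sets, and 10% would be met by chance with 3 against 3 arrays. Few called genes fell, and the 38 falls of the average had medians of -1.26, -1.39 and -1.24 in Magellan, PI437654 and PI567516C. The count of PI437654 fell to 68 without its SCN-inoculated array of replicate 1 and was 4 without normalization. The count of PI567516C ran from 0 without its water-treated array of replicate 2 to 25 without its SCN-inoculated array of replicate 3, and was 0 without normalization.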

Clade 1: genes mainly down-regulated by SCN in different lines at 3 or 8 dpi; clade 2: genes mainly up-regulated in one line (primarily PI 437654) at 3 dpi; clade 3: genes up-regulated in multiple lines at 3 and/or 8 dpi; clade 4: genes with opposite expression in different lines at 3 and/or 8 dpi, and clade 5: genes up-regulated in all lines at 3 and 8 dpi.

**Figure 1:**
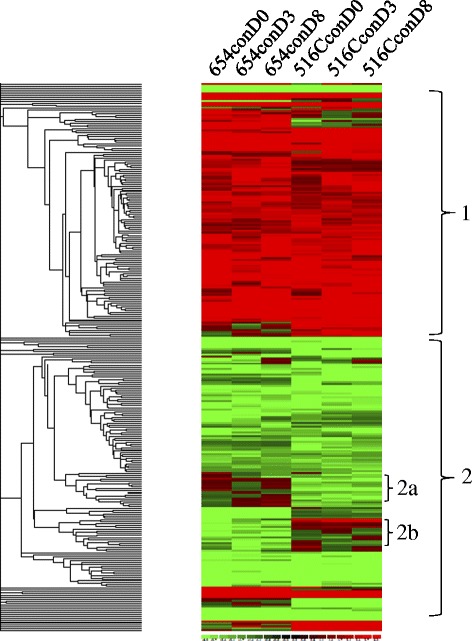
**Hierarchical clustering of the constitutively-regulated genes.** Each column represents a treatment and each row represents a gene. In total, 297 genes were constitutively regulated for at least 2 fold with a *p* value < 0.05. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Red color: up-regulation; green color: down-regulation. The numbers on the left highlight the major clades.

**Figure 2:**
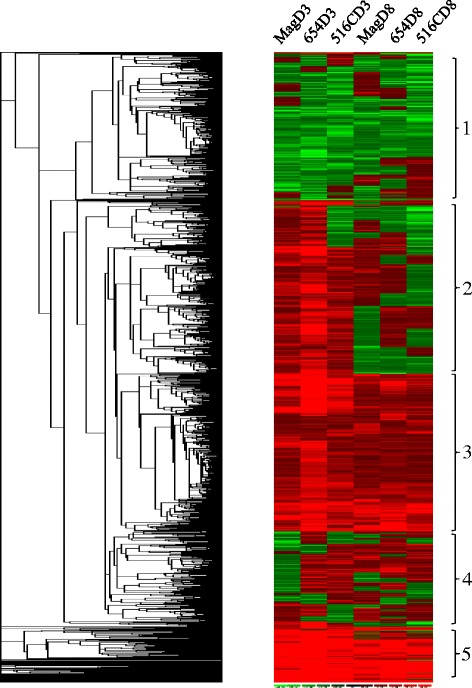
**Hierarchical clustering of the SCN-regulated genes.** Each column represents a treatment and each row represents a gene. In total, 1,146 genes were regulated by SCN for at least 2 fold with a *p* value < 0.05. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Red color: up-regulation; green color: down-regulation. The numbers on the left highlight the major clades.

In the following sections, we will further analyze both constitutively- and SCN-regulated genes to reveal commonality and uniqueness of gene expression between different soybean lines and pathways potentially important in regulating soybean resistance to SCN.

### Genes constitutively regulated in the two resistant PI lines

To reveal potentially important pathways or groups of genes involved in resistance to SCN, the constitutively-regulated 297 genes were grouped into the following functional categories using MapMan [41]: cell wall metabolism (seven genes), lipid metabolism (seven genes), secondary metabolism (five genes), abiotic stress (six genes), biotic stress (24 genes), transcription regulation (transcription factors, TFs, 24 genes), signaling (16 genes), hormonal pathways (eight genes), protein modification and degradation (11 genes), transport (12 genes), development (8 genes), enzyme families (25 genes: 4 UDP glucosyl and glucoronyl transferase genes, 3 cytochrome P450 genes, etc.), other groups of genes (46 genes: 6 genes in RNA processing, 3 genes in DNA synthesis, and 3 genes in cell organization ,etc.), and unclassified genes (82 genes) (Figure 3; see Additional file 7). It is worth noting that 23 nucleotide-binding site-leucine-rich repeat (NBS-LRR) resistance genes and one leucine-rich repeat receptor-like kinase (in the biotic stress category), seven protease and ubiquitin ligase genes (in the protein modification and degradation category), 24 TF genes (in the transcription regulation category), and four jasmonate pathway genes (in the hormone category) were constitutively regulated in the resistant PI lines, suggesting a possible role in regulating resistance to multiple SCN races in these soybean lines.

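Of 25 NBS-LRR genes by description in the study's defense category (the paper counts 28), 5 were higher and 11 lower in PI437654, and 4 were higher and 10 lower in PI567516C (the same adjusted over the list alone). With disease resistance family proteins added (29 genes) there were 6 and 11 in PI437654 and 8 and 10 in PI567516C. The share of lower genes in PI567516C thus depends on the list. Glyma.18G083200, encoding a leucine-rich repeat protein, was higher in PI437654 by 4.82 (SE 0.23, n = 8, adjusted p = 9.26e-16). Glyma.16G186100, encoding another, was higher in PI567516C by 4.67 (SE 0.26, n = 8, adjusted p = 1.77e-14). Glyma.13G187900, also a leucine-rich repeat gene, was lower in PI437654, at -3.15 (SE 0.23, n = 8, adjusted p = 1.97e-11). Many NBS-LRR proteins sense pathogen effectors. Among the 103 transcription factor genes, 7 were higher and 8 lower in PI437654 (10 and 9 over the list alone) and 13 were higher and 9 lower in PI567516C (15 and 10). Glyma.07G193900, encoding a Dof transcription factor, was higher in both lines by 1.91 and 1.67 (SE 0.23, n = 8, adjusted p = 8.27e-07 and 8.57e-06). Of 71 protein degradation genes, 3 were higher and 6 lower in PI437654, and 2 were higher and 6 lower in PI567516C (4 and 8, and 4 and 6, over the list alone). By camera the defense category of 47 genes was lower in PI437654 (median -0.01, mean -0.36, adjusted p = 0.00632, and 0.461 with an estimated correlation). The transcription factors were higher in PI567516C by camera (median 0.28, adjusted p = 0.0136, and 0.56 with an estimated correlation). The study chose these lists for their changes in the same arrays, so their counts are not independent evidence, and both camera calls ended with named probe sets as background (adjusted p = 0.0976 and 0.165).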

**Figure 3:**
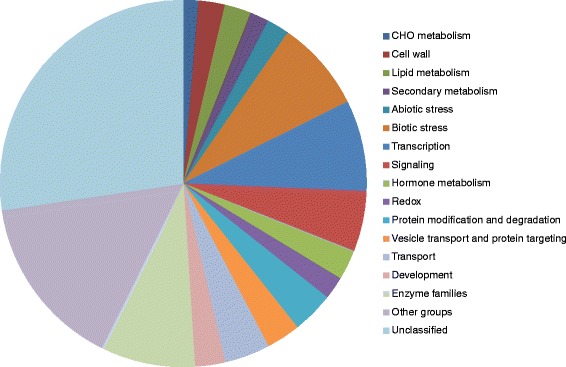
**Functional categories of the constitutively-regulated genes.** The 297 genes constitutively regulated (at least 2 fold, *p* < 0.05) in the two resistant lines were categorized using MapMan.

Genes constitutively regulated (commonly) in both resistant PI lines: Among the 297 genes constitutively regulated in the two resistant PI lines, 34 genes were up-regulated and 51 genes down-regulated commonly in both resistant PI lines (Figure 4; see Additional file 3). For example, Glyma.01G046900 (Glyma01g05710) and Glyma.03G034400 (Glyma03g04030), both encoding an NBS-LRR type resistance protein, were highly up-regulated in both resistant lines, and genes Glyma.08G318000 (Glyma08g43020) and Glyma.08G317400 (Glyma08g42930), both also encoding an NBS-LRR type resistance protein, were significantly down-regulated in both resistant lines (see Additional file 3). These commonly regulated defense genes may play a common role, possibly in defense against SCN, in both resistant PI lines.

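Glyma.01G046900 was higher than in Magellan by 3.76 in PI437654 and 3.57 in PI567516C (SE 0.23, n = 8, adjusted p = 3.1e-13 and 8.08e-13). Glyma.03G034400 was higher by 2.95 and 2.53 (SE 0.29, n = 8, adjusted p = 9.27e-09 and 2.11e-07). Glyma.08G318000 was lower, at -4.70 and -6.37 (SE 0.34, n = 8, adjusted p = 9.23e-12 and 7.12e-15), and the PI lines themselves differed by 1.67 (adjusted p = 0.00291). Glyma.08G317400 was lower, at -3.58 and -3.65 (SE 0.21, n = 8, adjusted p = 1e-13 and 4.18e-14). NBS-LRR proteins are the largest class of plant disease resistance proteins. These calls held in every alternative limma fit run for single genes. The test of the paper's methods after adjustment called 0 probe sets in either line. The paper proposes that such genes share a role in defense of both PI lines, on the ground that they were regulated in common. Array intensity does not separate a difference in expression from a sequence difference under the probes.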

**Figure 4:**
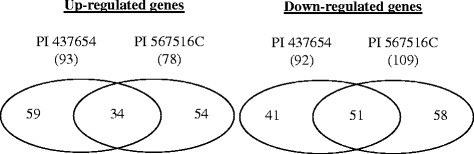
**Venn diagrams to show commonality and uniqueness of the constitutively-regulated genes between the two resistant lines.** In total, 297 genes were constitutively regulated in the two resistant soybean lines (at least 2 fold, *p* < 0.05).

Genes constitutively regulated (uniquely) in PI 437654 or PI 567516C: In addition to those genes commonly regulated in both resistant PIs, there were also genes regulated differently in the two resistant PI lines: 59 genes were up-regulated and 41 genes down-regulated only in PI 437654 (Figure 4; see Additional file 3); meanwhile, 54 genes were up-regulated and 58 genes down-regulated only in PI 567516C (Figure 4; see Additional file 3). For example, Glyma.12G198100 (Glyma12g32450), encoding a protein tyrosine kinase, was significantly up-regulated in PI 437654, but not in PI 567516C; Glyma.01G115100 (Glyma01G28550), encoding a clathrin light chain, was significantly down-regulated in PI 437654, but not in PI 567516C; Glyma.13G269100 (Glyma13g34420), encoding a pathogenesis-related (PR) family protein, was significantly up-regulated in PI 567516C, but not in PI 437654; and Glyma.11G236100 (Glyma11g35990), encoding a Gamma-glutamyltranspeptidase, was significantly down-regulated in PI 567516C, but not in PI 437654. These uniquely regulated genes possibly contribute to the unique traits in these PI lines, and therefore deserve to be further studied.

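Glyma.12G198100, encoding a protein tyrosine kinase, was higher in PI437654 by 4.36 (SE 0.31, n = 8, adjusted p = 7.23e-12) and differed by 0.31 in PI567516C (adjusted p = 0.767). Glyma.01G115100, encoding a clathrin light chain, was lower in PI437654, at -2.50 (SE 0.22, n = 8, adjusted p = 7.62e-10) and differed by -0.38 in PI567516C (adjusted p = 0.489). Glyma.13G269100, encoding a pathogenesis-related protein, was higher in PI567516C by 4.66 (SE 0.27, n = 8, adjusted p = 3.5e-14) and differed by 0.06 in PI437654 (adjusted p = 0.964). Glyma.11G236100, encoding a gamma-glutamyltranspeptidase, was lower in PI567516C, at -4.37 (SE 0.25, n = 8, adjusted p = 3.77e-14) and differed by 0.11 in PI437654 (adjusted p = 0.913). Tested directly, PI437654 minus PI567516C was 4.05, -2.12, -4.60 and 4.48 for these genes (adjusted p = 4.67e-11, 3.61e-08, 6.75e-14 and 3.24e-14). In classes rebuilt here from Additional file 3, whose sizes are not those of the paper, 12 of 54 genes higher in PI437654 alone differed between the PI lines, with medians of 1.72 in PI437654 and 1.25 in PI567516C. Of the 39 lower in PI437654 alone, 21 differed. In PI567516C alone, 20 of 49 higher and 31 of 55 lower genes differed between the PI lines. The paper proposes that genes regulated in 1 line contribute to the traits particular to that line.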

### Genes regulated by the SCN inoculation in the three soybean genotypes

In addition to the constitutively-regulated genes, 1,146 genes were also regulated by the SCN inoculation in the three soybean genotypes (see Additional file 4). Once again, to get a better picture of what major gene categories and pathways were differentially regulated in the three soybean genotypes by SCN, the 1,146 genes were grouped into the following functional categories using MapMan [42]: cell wall metabolism (47 genes), secondary metabolism (39 genes), abiotic stress (18 genes), biotic stress (25 genes), transcription (111 genes), signaling (77 genes), hormone metabolism (64 genes), protein modification and degradation (107), and transport (51 genes), development (44 genes), enzyme families (133 genes: 27 cytochrome P450 genes and 25 peroxidase genes; 14 UDP glucosyl and glucoronyl transferase genes; 8 glutathione S transferase genes, etc.), other groups of genes (121 genes: 20 genes in cell organization; 10 genes in DNA synthesis; 8 genes in RNA processing and synthesis; 7 genes in cell division and cell cycle, etc.), and unclassified genes (246 genes) (Figure 5; see Additional file 8). Overall, the data suggest that many genes and pathways were affected in soybeans upon the infection by SCN. Noteworthily, genes involved in the following pathways or processes were over-represented: secondary metabolism, transcription, hormone metabolism, and protein modification and degradation. These genes and the pathways mediated by them possibly play an important role in regulating the interactions of soybean with SCN. 

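Among gene families named by the array's own annotation, lipoxygenases and allene oxide synthases, which begin the making of jasmonates, rose together at 3 dpi (5 of 11 called, 5 over the list alone, camera adjusted p = 1.66e-14). Glyma.13G347800, a lipoxygenase gene, rose by 2.17 (SE 0.25, n = 9, adjusted p = 3.62e-06). Flavonoid and isoflavonoid genes also rose (5 of 27, 6 over the list alone, median 0.37, camera adjusted p = 3.82e-16), with G4DT, a prenyltransferase gene of glyceollin synthesis, higher by 3.54 (SE 0.44, n = 9, adjusted p = 7.75e-06). Protease inhibitors rose (2 of 6 called, 2 over the list alone, camera adjusted p = 2.52e-06), and KTI-3, a Kunitz trypsin inhibitor gene, was higher by 1.90 (SE 0.27, n = 9, adjusted p = 5.33e-05). Pathogenesis-related proteins and chitinases rose (2 of 11, 3 over the list alone, camera adjusted p = 5.02e-05, and 0.0725 against named probe sets), and PR1-1 was higher by 3.49 (SE 0.55, n = 9, adjusted p = 0.000242). WRKY genes had 4 of 56 called (5 over the list alone, camera adjusted p = 0.0144, but 0.363 with an estimated correlation), and of these WRKY30 rose by 4.07 (SE 0.70, n = 9, adjusted p = 0.000765). GASA family genes were lower (median -0.35, 0 called of 14 and 1 over the list alone, camera adjusted p = 0.00568, but 0.0543 with an estimated correlation). The first 4 families kept their calls with an estimated correlation (adjusted p = 5.13e-05, 0.000474, 0.003 and 0.00392). The paper proposes from the number of genes in each category that several pathways were affected and that they regulate the interaction. These families were fixed before any value was seen, but the annotation names only 3,139 probe sets. Of these, 779 have a current gene symbol that is more than a locus number.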

We will discuss more about these genes and pathways later in this paper.

**Figure 5:**
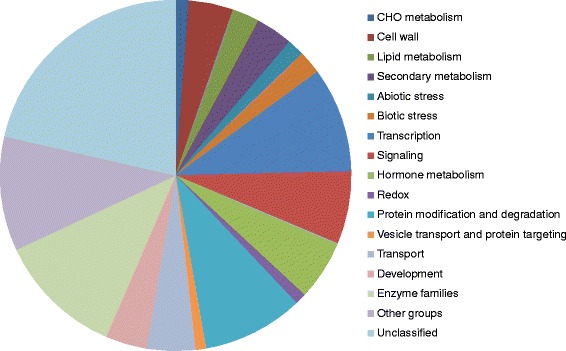
**Functional categories of the SCN-regulated genes.** The 1,146 genes regulated by SCN (at least 2 fold, *p* < 0.05) in different soybean lines were categorized using MapMan.

Genes commonly regulated by the SCN inoculation in two or three genotypes (at 3 dpi): Among the 1,146 SCN-regulated genes, 926 genes were regulated by SCN at 3 dpi (Figure 6; see Additional file 4). Among them, 50 genes were commonly up-regulated and only one gene commonly down-regulated in all three lines by the SCN inoculation at 3 dpi, e.g., Glyma.02G054200 (Glyma02g06070, encoding an S-adenosylmethionine-dependent carboxyl methyltransferase) and Glyma.05G121300 (Glyma05g24980, encoding an integral membrane protein DUF125) (Figure 6; see Additional file 4); 67 genes were commonly up-regulated and four genes commonly down-regulated only in cv. Magellan and PI 437654, e.g., Glyma.14G157700 (Glyma14g25340, encoding a protein tyrosine kinase) and Glyma.09G062600 (Glyma09g07070, encoding a Xyloglucan endo-transglycosylase C-terminus) (Figure 6; see Additional file 4); 52 genes were commonly up-regulated and six commonly down-regulated only in PI 437654 and PI 567516C, e.g., Glyma.13G208000 (Glyma13g27820, encoding an aspartyl protease) and Glyma.20G036300 (Glyma20g04840, encoding a transmembrane amino acid transporter protein) (Figure 6; see Additional file 4); and 13 genes were commonly up-regulated and 2 genes commonly down-regulated only in Magellan and PI 567516C, e.g., Glyma.18G254000 (Glyma18g48900, encoding a protein tyrosine kinase) and Glyma.03G202100 (Glyma03g36050, encoding a glycosyl transferase) (Figure 6; see Additional file 4). These commonly regulated genes may be involved in regulating general defense against SCN infection in multiple soybean lines.

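SABATH2 (Glyma.02G054200), a carboxyl methyltransferase gene of the family that methylates salicylic and jasmonic acid, rose in the average over lines at 3 dpi by 4.85 (SE 0.55, n = 9, adjusted p = 2.46e-06), with 5.17, 5.31 and 4.07 in Magellan, PI437654 and PI567516C. Glyma.14G157700, encoding a protein tyrosine kinase, rose by 1.87 (SE 0.21, n = 9, adjusted p = 2.47e-06), with 1.91, 2.70 and 1.01. The membrane protein gene Glyma.05G121300 fell by 1.55 (SE 0.40, n = 9, adjusted p = 0.0442) and the amino acid transporter gene Glyma.20G036300 by 1.81 (SE 0.43, n = 9, adjusted p = 0.0287). Glyma.09G062600, of the xyloglucan endotransglycosylases that remodel the cell wall, fell by 1.07 (SE 0.27, n = 9, adjusted p = 0.0368). For Magellan, PI437654 and PI567516C the responses of the aspartyl protease gene Glyma.13G208000 were -0.18, 2.13 and 1.53 (SE 0.80, n = 3, adjusted p = 1, 0.562 and 1). Those of the kinase gene Glyma.18G254000 were 2.41, -0.12 and 1.47 (SE 0.84, n = 3, adjusted p = 0.833, 1 and 1), and those of the galactolipid synthase gene DGD1 (Glyma.03G202100) -1.43, -0.39 and -1.72 (SE 0.60, n = 3, adjusted p = 1, 1 and 0.726). None of these 3 genes was called by limma in a line or in the average, while the unadjusted test of the paper's methods called each in the 2 lines of its larger changes. The 48 genes with rises in all 3 lines, a class rebuilt here from Additional file 2 (the paper counts 50), had medians of 2.12 in Magellan, 2.61 in PI437654 and 1.75 in PI567516C, and 24 of them were called in PI437654, 0 in Magellan and 0 in PI567516C. That class comes from the same arrays, so its counts are not independent evidence. The calls of the 3 falling genes ended in 11 or more settings, leaving out single arrays among them, and that of Glyma.14G157700 only without normalization (adjusted p = 0.0616). The paper proposes that genes regulated in common take part in a general defense of several lines.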

**Figure 6:**
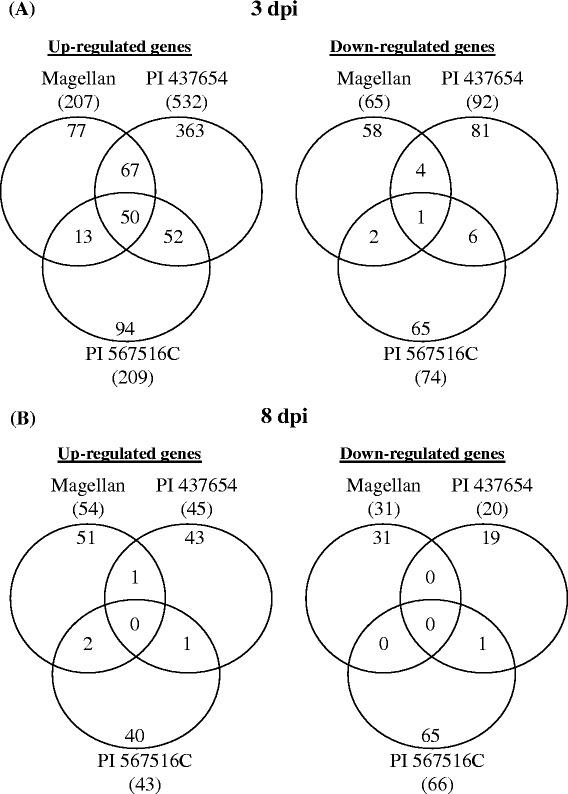
**Venn diagrams to show commonality and uniqueness of the SCN-regulated genes between different lines.** In total, 1,146 genes were regulated by SCN in different soybean lines (at least 2 fold, *p* < 0.05). **A** at 3 dpi; **B** at 8 dpi. dpi: days post-inoculation.

Genes uniquely regulated by the SCN inoculation in individual genotypes (at 3 dpi): In addition to the commonly regulated genes by SCN in multiple soybean lines, 77 genes were up-regulated and 58 genes down-regulated only in cv. Magellan (Figure 6; see Additional file 4); 363 genes were up-regulated and 81 genes down-regulated only in PI 437654 (Figure 6; see Additional file 4); and 94 genes were up-regulated and 65 genes down-regulated only in PI 567516C (Figure 6; see Additional file 4). For example, Glyma.06G275100 (Glyma06g42750, encoding a papain family cysteine protease) was up-regulated only in cv. Magellan, and Glyma.04G247500 (Glyma 04 g42640, encoding a F-box domain protein) was down-regulated only in Magellan; Glyma.05G148300 (Glyma05g28090, encoding a calmodulin-binding protein) was up-regulated only in PI 437654), and Glyma.08G182100 (Glyma08g19410, encoding a Cytochrome P450), was down-regulated only in PI 437654; Glyma.20G148600 (Glyma20g28680, encoding a inositol 5-phosphatase) was up-regulated, and Glyma.07G010800 (Glyma07g01300, encoding a EF hand protein) was down-regulated only in PI 567516C. These uniquely regulated genes possibly contribute to the observed difference in resistance to SCN in these soybean lines.

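Of 199 probe sets raised in PI437654 at 3 dpi, all 199 were also higher after SCN inoculation in Magellan (median 1.58) and 196 in PI567516C (median 1.52), against a median of 2.70 in PI437654. Glyma.13G200000, encoding an annexin, was at 5.01 in PI437654 and rose by 3.33 in the average over lines. The papain gene Glyma.06G275100 had responses of 1.41 in Magellan (SE 0.43, n = 3, adjusted p = 0.634), 0.28 in PI437654 and 0.20 in PI567516C. The F-box gene Glyma.04G247500 had -1.63 in Magellan (SE 0.52, n = 3, adjusted p = 0.731), -0.42 and -0.30. For the calmodulin-binding protein gene Glyma.05G148300 the response was 1.20 in PI437654 (SE 0.31, n = 3, adjusted p = 0.108), 0.57 in Magellan and 0.58 in PI567516C. The cytochrome P450 gene Glyma.08G182100 had -1.97 in PI437654 (SE 0.51, n = 3, adjusted p = 0.109), -0.57 and -0.37. The inositol phosphatase gene Glyma.20G148600 had 1.61 in PI567516C (SE 0.62, n = 3, adjusted p = 0.827), -0.38 in Magellan and 0.24 in PI437654. The EF-hand protein gene Glyma.07G010800 had -1.77 in PI567516C (SE 0.34, n = 3, adjusted p = 0.0544), -0.18 and -0.55. The difference of the responses between lines was called by limma for 0 probe sets in each of the 3 pairs of lines (smallest adjusted p = 1). At unadjusted p under 0.05 there were 1,879, 2,142 and 1,553 (3,333 by chance). Counts so far under the chance number are not what chance alone gives, and they do not show that the lines respond alike. With replicate number as a block in the limma fit, 0 were called as well. The 366 genes with rises in PI437654 alone, a class rebuilt here from Additional file 2 (the paper counts 363), had medians of 0.73, 1.60 and 0.76, and 340 were higher in Magellan and 318 in PI567516C. The paper proposes that genes regulated in 1 line contribute to the difference in resistance. Differences of the response between PI437654 and Magellan were also simulated, in probe sets brighter than the median. They were found for 0% at 2-fold, 20.9% at 4-fold and 66.7% at 8-fold, so smaller differences can be missed.

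**Figure D2:**
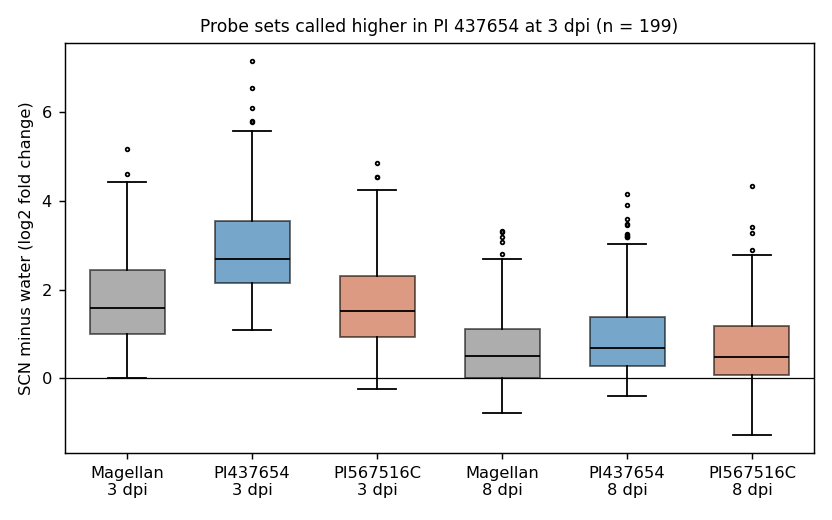
Boxes show the log2 SCN response of the 199 probe sets raised in PI437654 at 3 dpi, by line and at 3 and 8 dpi. The medians at 3 dpi are 1.58 in Magellan, 2.70 in PI437654 and 1.52 in PI567516C, and PI437654 is the line in which they were picked.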

Genes regulated by the SCN inoculation at 8 dpi: Surprisingly, only 253 genes were significantly regulated by SCN at 8 dpi, with only 33 of them also regulated by SCN at 3 dpi (Figure 6; see Additional file 4). 

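At 8 dpi fewer genes responded: 66 probe sets were called higher and 5 lower in the average over lines, against 570 calls at 3 dpi, and 43 were called at both times. Glyma.01G175200, encoding a DUF81 membrane protein, rose by 2.70 (SE 0.44, n = 9, adjusted p = 0.0119), with 2.60, 3.27 and 2.22 in Magellan, PI437654 and PI567516C. The AP2 transcription factor gene Glyma.08G202300 rose by 1.26 (SE 0.21, n = 9, adjusted p = 0.0119), with 1.06, 1.27 and 1.46. Both calls ended without the 5 Magellan arrays numbered 1 and without single SCN-inoculated arrays (for Glyma.01G175200 adjusted p = 0.169 and at most 0.0577). Of the 570 probe sets called at 3 dpi, 502 had the same direction at 8 dpi. The 199 probe sets raised in PI437654 had medians of 0.50 in Magellan, 0.68 in PI437654 and 0.49 in PI567516C at 8 dpi. Among the lower genes, XET1, encoding a xyloglucan endotransglycosylase, fell by 1.64 at 8 dpi (n = 9, adjusted p = 0.0344), a call that ended in 14 settings. Within single lines limma called 1 probe set in PI437654, and 0 in Magellan and PI567516C. In the same order there were 2,536, 3,617 and 2,396 at unadjusted p under 0.05 (3,333 by chance) and 103, 100 and 151 by the paper's criteria. A count under the chance number does not show that no gene responded. The count of 71 ran from 1 without the SCN-inoculated Magellan array of replicate 2 to 303 without that of PI437654 of replicate 3, and was 0 without the 5 Magellan arrays numbered 1 or without normalization. It was also 0 with only the compared groups in the fit. With replicate number as a block in the limma fit it was 166. When arrays were regrouped, 5 of 100 splits including the real one reached 71, and chance was not excluded. The splits exchange arrays of different numbers, while same-numbered arrays resembled each other, so they cannot decide on chance.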

The data suggest that different gene regulation may have occurred at the late stages of infection/defense, and SCN may also have suppressed expression of many genes to benefit infection at 8 dpi.

### Genes both constitutively- and SCN-regulated in soybean

Thirty genes that were regulated constitutively in the two resistant PIs were also responsive to the SCN inoculation (see Additional file 5), e.g., Glyma.08G256600 (Glyma08g28750, encoding an allene oxide cyclase) and Glyma.09G053700 (Glyma09g05910, encoding an ankyrin repeat-containing protein). These genes possibly play an important role in mediating the soybean-SCN interactions, and therefore may be good targets to manipulate for enhancing soybean resistance to SCN.

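AOC (Glyma.08G256600), encoding the allene oxide cyclase of jasmonate synthesis, was higher in water by 2.00 in PI437654 and 2.76 in PI567516C (SE 0.23, n = 8, adjusted p = 1.79e-07 and 1.48e-10). It also rose after SCN inoculation at 3 dpi by 1.55 in the average over lines (SE 0.21, n = 9, adjusted p = 2.69e-05). The ankyrin repeat gene Glyma.09G053700 rose by 2.79 at 3 dpi (SE 0.63, n = 9, adjusted p = 0.0153), while its constitutive differences were 1.27 and 1.30 (SE 0.68, n = 8, adjusted p = 0.435 and 0.42). Of 652 probe sets called constitutively in either line, 8 were also called in the averaged SCN response at 3 dpi, against 5.58 for independent lists. With the calls of single lines, 3 were both constitutive and SCN-responsive. The SCN call of AOC ended only without normalization (adjusted p = 0.148), and that of Glyma.09G053700 also without the 5 Magellan arrays numbered 1 (adjusted p = 0.0582). The paper proposes genes regulated in both ways as targets for raising resistance.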

### Examples of gene families and pathways potentially important in regulating soybean resistance to SCN

Defense genes: Similar to published microarray studies [23-36], our present work revealed that 47 defense genes were regulated either constitutively or by SCN (see Additional file 9 and Additional file 10). Among them are five genes [e.g., Glyma.02G042500 (Glyma02g04820) and Glyma.15G206800 (Glyma15g25060)] encoding proteins similar to Arabidopsis pathogenesis-related (PR) proteins, one gene [Glyma.06G187300 (Glyma06g19900)] encoding an protein similar to Arabidopsis EDS1 (enhanced disease susceptibility 1), one gene [Glyma.06G162300 (Glyma06g17030)] encoding a protein similar to Arabidopsis RBOHD (respiratory burst oxidase protein D), one gene [Glyma.15G209300 (Glyma15g26790)] encoding a protein similar to Arabidopsis PGIP1 (polygalacturonase inhibiting protein 1, and five genes [e.g., Glyma.08G3413000 (Glyma08g45510) and Glyma.08G341400 (Glyma08g45520)] encoding trypsin and protease inhibitor family proteins. Most importantly, 28 genes [e.g., Glyma.06G268600 (Glyma06g41880) and Glyma.06G311100 (Glyma06g46810)] encode NBS-LRR type disease resistance proteins, accounting for a significant number of the total 319 NBS-LRR resistance proteins encoded by the soybean genome [42]. All this information together supports that defense genes, especially NBS-LRR resistance genes, are important in mediating soybean resistance to SCN. 

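PGIP (Glyma.15G209300), encoding a polygalacturonase-inhibiting protein, rose at 3 dpi by 3.25 (SE 0.53, n = 9, adjusted p = 0.000422). Such proteins protect the cell wall from pectin-degrading enzymes. Among protease inhibitor genes, Glyma.08G341300 rose by 2.85 (SE 0.42, n = 9, adjusted p = 9.1e-05) and Glyma.08G341400 by 3.45 (SE 0.66, n = 9, adjusted p = 0.00299). An EDS1-like gene, Glyma.06G187300, rose by 2.33 (SE 0.45, n = 9, adjusted p = 0.00363), and the thaumatin-like gene Glyma.05G204600 by 1.68 (SE 0.37, n = 9, adjusted p = 0.0109). The NADPH oxidase gene Glyma.06G162300 (RBOHD) had 0.92 (SE 0.17, n = 9, adjusted p = 0.00137), under 2-fold. The pathogenesis-related genes Glyma.02G042500 (1.76, SE 0.65, n = 9, adjusted p = 0.287) and Glyma.15G206800 (-0.02, SE 0.26, n = 9, adjusted p = 0.996) were not called. The NBS-LRR gene Glyma.06G311100 was higher in water in PI437654 by 1.72 (SE 0.33, n = 8, adjusted p = 0.00082) and had 0.86 in PI567516C (adjusted p = 0.185), and Glyma.06G268600 had 0.01 and 0.41 (SE 0.27, n = 8, adjusted p = 0.993 and 0.581). In the defense category 9 of 47 genes rose at 3 dpi (10 over the list alone) with a median of -0.02 and a mean of 0.43 (camera adjusted p = 0.00122, but 0.0694 with an estimated correlation and 0.402 against named probe sets). Its 25 NBS-LRR genes by description (the paper counts 28) had 0 calls by limma after SCN inoculation (at most 1 over the list alone), with a median of -0.19 at 3 dpi (camera unadjusted p = 0.0163, but 0.0963 with an estimated correlation). With disease resistance family proteins added (29 genes) the median was -0.11 (camera unadjusted p = 0.0618). The study chose this category from the same arrays, so its counts are not independent evidence. The calls of Glyma.08G341400, Glyma.06G187300 and Glyma.05G204600 ended without normalization (adjusted p = 0.068, 0.0985 and 0.293). The paper reasons from these genes and earlier studies that defense genes, NBS-LRR genes above all, matter for resistance.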

The defense genes revealed in the present study are possibly good targets to regulate for soybean defense against SCN. Indeed, Matthews and colleagues recently showed that the over-expression of Glyma.05G204600 (Glyma05g38130, encoding a thaumatin-like PR protein) significantly enhanced soybean resistance to SCN [43].

Transcription factors (TFs): TFs are important regulators of gene expression and are involved in plant defense against pathogens [44,45] as well as in many other events. Overall, 82 TF genes were found regulated by the SCN inoculation in the current work (see Additional file 9). Additionally, 24 TF genes were regulated constitutively in the resistant lines (three of them were also regulated by SCN) (see Additional file 9). These TF genes were primarily from the following TF families: MYB (myeloblastosis) domain-containing proteins (19 genes), basic helix-loop-helix (bHLH, 16 genes), APETALA2-ethylene-responsive element binding proteins (AP2-EREBP, 12 genes), WRKY domain transcription factors (12 genes), C2C2 zinc finger proteins (10 genes), and C2H2 zinc finger proteins (9 genes). For example, Glyma.03G002300 (Glyma03g00460), Glyma.14G103100 (Glyma14g11960), and Glyma.16G219800 (Glyma16g34590) (all encoding a WRKY TF) were significantly induced by SCN in all three genotypes; Glyma.19G262700 (Glyma19g45200, encoding an AP2-EREBP TF) was constitutively up-regulated, and Glyma.13G321900 (Glyma13g39620, encoding a putative TF) was constitutively down-regulated in both resistant lines. Considering that many similar TFs have been shown to be involved in plant defense against different pathogens in various plants [46,47], these soybean TF genes deserve further investigation to explore their possible role in mediating soybean resistance to SCN.

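The WRKY gene Glyma.14G103100 rose at 3 dpi by 4.07 (SE 0.56, n = 9, adjusted p = 3.81e-05); it was higher in each line. Glyma.03G002300 rose by 3.57 (SE 0.52, n = 9, adjusted p = 8e-05) and Glyma.16G219800 by 2.16 (SE 0.46, n = 9, adjusted p = 0.00893), both WRKY genes. WRKY factors bind W-box elements in the promoters of many defense genes. Of the 12 WRKY genes in the study's category, 5 rose (8 over the list alone, median 1.51, camera adjusted p = 9.03e-14). Among 19 MYB genes 5 rose and 1 fell (7 and 1 over the list alone, camera adjusted p = 1.2e-05), and Glyma.06G300400 was higher by 2.81 (SE 0.39, n = 9, adjusted p = 4.56e-05). Among 16 bHLH genes 3 rose (8 over the list alone, median 1.01, camera adjusted p = 7.45e-23), and Glyma.07G051500 was higher by 2.51 (SE 0.28, n = 9, adjusted p = 2.41e-06). Of 12 AP2-EREBP genes 4 rose (5 over the list alone, camera adjusted p = 4.35e-07), Glyma.06G163700 by 2.00 (SE 0.40, n = 9, adjusted p = 0.00429). In water the AP2-EREBP gene Glyma.19G262700 was higher by 2.12 in PI437654 and 2.06 in PI567516C (SE 0.26, n = 8, adjusted p = 7.02e-07 and 1.26e-06). Glyma.13G321900 was lower, at -1.95 and -2.14 (SE 0.47, n = 8, adjusted p = 0.0117 and 0.00446), calls that ended without the 5 Magellan arrays numbered 1. These 4 families kept their calls with an estimated correlation (adjusted p = 0.00315, 0.0022, 1.41e-05 and 0.0032), and all were chosen from the study's own list, so they are not independent evidence. The calls of Glyma.16G219800 and Glyma.06G163700 ended without normalization (adjusted p = 0.135 and 0.155). From known roles of similar factors in plant defense, the paper proposes these genes for further study.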

Protein degradation: Although many microarray studies have been done on soybean-SCN interactions, only limited information was revealed in these studies about protein ubiquitination and degradation during such interactions (e.g., [24,32]), likely due to the limited coverage of the soybean genome by the arrays used in those studies. Surprisingly, in the present study, we found that 64 genes potentially involved in protein degradation were regulated by SCN and another seven genes were constitutively regulated in two resistant lines (see Additional file 9 and Additional file 11). For example, Glyma.07G196500 (Glyma07g31630, encoding a ubiquitin-protein ligase) was constitutively up-regulated in both resistant PI lines, and Glyma.09G023700 (Glyma09g02760, encoding a ubiquitin) was constitutively down-regulated in both resistant PI lines; Glyma.18G242900 (Glyma18g47820, encoding a serine carboxypeptidase) and Glyma.09G243700 (Glyma09g37910, encoding a subtilase) were induced in all three soybean genotypes; and Glyma.02G264200 (Glyma02g43190, encoding a U-box domain-containing family protein) and Glyma.06G174800 (Glyma06g18390, encoding a cysteine proteinase) were down-regulated, especially at 3 dpi, in all three genotypes. Protein degradation is implicated in mediating plant-pathogen interactions as well as in many other processes [48-51]. However, very little is known about their involvement in mediating plant-nematode interactions. Further investigation of the genes revealed in the present work is needed to confirm their potential roles in mediating soybean-SCN interactions, and such studies could lead to effective ways to enhance soybean resistance to SCN through modulating protein degradation during soybean-SCN interactions.

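The ubiquitin ligase gene Glyma.07G196500 was higher in water by 1.67 in PI437654 and 1.73 in PI567516C (SE 0.23, n = 8, adjusted p = 5.26e-06 and 2.77e-06). The ubiquitin gene Glyma.09G023700 was lower, at -4.12 and -3.86 (SE 0.31, n = 8, adjusted p = 1.97e-11 and 7.01e-11). After SCN inoculation at 3 dpi the subtilase gene Glyma.09G243700 rose by 1.84 (SE 0.32, n = 9, adjusted p = 0.000792) and the serine carboxypeptidase gene Glyma.18G242900 by 1.09 (SE 0.28, n = 9, adjusted p = 0.0447). The U-box gene Glyma.02G264200 fell by 1.63 (SE 0.32, n = 9, adjusted p = 0.00323), and the cysteine protease gene CYSP2 (Glyma.06G174800) had -1.57 (SE 0.41, n = 9, adjusted p = 0.0561). The papain gene Glyma.08G116900 rose by 1.90 (SE 0.27, n = 9, adjusted p = 4.65e-05). In the protein degradation category 12 of 71 genes rose and 2 fell (20 and 5 over the list alone, median 0.25, camera adjusted p = 0.000136, but 0.306 against named probe sets). Among the proteases listed there, 4 of 12 serine proteases and subtilases rose (6 and 1 fall over the list alone, camera adjusted p = 9.99e-06). So did 3 of 10 cysteine proteases, with 1 fall (4 and 2 falls over the list alone, 0.00621), and 2 of 5 aspartate proteases (3, 4.5e-07). The category's 28 ubiquitin ligases had 1 rise and 1 fall (the same over the list alone, median -0.33, camera adjusted p = 0.0798). These counts come from genes the study picked in the same arrays and are not independent evidence. The call of Glyma.18G242900 ended in 20 settings, and those of Glyma.09G243700 and Glyma.02G264200 without normalization (adjusted p = 0.148 and 0.675). The paper states that a role of protein degradation in the interaction needs further work.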

Hormones: Hormones play an important role in plant-nematode interactions, as well as in plant interactions with other pathogens [52,53]. In our present study, 70 genes potentially involved in hormonal metabolism were found to be regulated constitutively and/or by SCN (see Additional file 9). Among them, 64 genes were regulated by SCN and 8 genes were constitutively regulated in two resistant lines (with two genes also regulated by SCN). Surprisingly, among them were 32 genes potentially involved in ethylene metabolism. The data suggest that ethylene and its mediated pathway may play a more important role in regulating soybean-SCN interactions than we thought, in addition to its role in regulating plant interactions with other pathogens [54-56]. Consistent with this, Tucker et al. [57] showed that the level of the ethylene precursor, 1-aminocyclopropane-1-carboxylic acid (ACC), was higher in SCN-colonized root parts than in other parts of the root, and a set of ACC synthase genes were clearly differentially expressed in SCN-colonized root parts and non-colonized roots or root tips. Recently, Fudali et al. [58] also showed that ethylene signaling modulated attraction of root-knot nematodes to Arabidopsis roots. Therefore, ethylene may be another plant hormone important in regulating soybean-SCN interactions, in addition to jasmonic acid (JA), which was well documented in the previous work [25,31,32,34,59]. 

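The ethylene genes of the study's hormone category rose at 3 dpi, 17 of 32 called (22 rises and 2 falls over the list alone, median 1.26, camera adjusted p = 1.55e-26). Its 21 synthesis genes had 13 rises (15 and 2 falls over the list alone, median 1.38, camera adjusted p = 8.58e-25). Of these Glyma.16G017500 rose by 2.63 (SE 0.30, n = 9, adjusted p = 3.06e-06) and Glyma.03G057100 by 2.88 (SE 0.37, n = 9, adjusted p = 1.13e-05). Both encode 2-oxoglutarate-dependent oxygenases, a large family of which ACC oxidase is 1 member. The ACC oxidase-like gene Glyma.02G268200 rose by 1.38 (SE 0.35, n = 9, adjusted p = 0.0409), and the ACC synthase gene Glyma.05G223000 had -1.14 (SE 0.40, n = 9, adjusted p = 0.256). ACC synthase and ACC oxidase carry out the last steps of ethylene synthesis. Of 11 signal transduction genes 4 rose (7 over the list alone, median 1.17, camera adjusted p = 5.85e-07), among them Glyma.01G115700, of unknown function, with 3.48 (SE 0.54, n = 9, adjusted p = 0.000181). At 8 dpi 2 ethylene genes rose and 1 fell (10 and 2 over the list alone, median 0.60, camera adjusted p = 8.8e-10, and 0.0145 with an estimated correlation). These single-gene calls ended without normalization and without the 5 Magellan arrays numbered 1, where 0 probe sets were called at 8 dpi. With an estimated correlation the 3 dpi values were adjusted p = 2.6e-05 for all 32 genes, 1.41e-05 for synthesis and 0.0032 for signal transduction. The study chose these genes for their changes in the same arrays, so this is not independent evidence, and the call of Glyma.02G268200 ended in 18 settings. From the number of ethylene genes and published work on ACC, the paper proposes ethylene as another hormone of the interaction beside jasmonic acid.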

In the present study, we also revealed genes potentially involved in other hormonal pathways: jasmonic acid (JA, 14 genes), auxin (9 genes), salicylic acid (SA, 5 genes), gibberellin (4 genes), abscisic acid (ABA, 2 genes), cytokinin (2 genes), and brassinosteroids (BR, 2 genes) (see Additional file 9), similar to the findings by other researchers [25,31,32]. 

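Of the study's 14 jasmonate genes 9 rose at 3 dpi (10 over the list alone, median 1.53, camera adjusted p = 1.42e-30). The lipoxygenase gene Glyma.15G026500 rose by 3.29 (SE 0.48, n = 9, adjusted p = 8e-05), and Glyma.16G096200, of the jasmonate group, by 2.16 (SE 0.28, n = 9, adjusted p = 1.58e-05). In water 5 jasmonate genes were higher in PI437654 (6 over the list alone, camera adjusted p = 0.00182, but 0.142 with an estimated correlation) and 4 in PI567516C (4 over the list alone, adjusted p = 5.48e-05, but 0.0919 with an estimated correlation), and the lipoxygenase gene Glyma.07G196800 was higher by 1.51 and 1.81 (SE 0.23, n = 8, adjusted p = 3.31e-05 and 1.33e-06). Of 5 salicylic acid genes 3 rose (4 over the list alone, median 1.26, camera adjusted p = 1.51e-07), Glyma.01G171600 among them with 2.38 (SE 0.57, n = 9, adjusted p = 0.0288). The 9 auxin genes were divided, with 2 rises and 1 fall (3 and 1 over the list alone, median -0.07, mean 0.19, camera adjusted p = 0.0702). As grouped there, Glyma.04G247600 rose by 1.02 (SE 0.18, n = 9, adjusted p = 0.000836) and Glyma.13G279200 fell by 1.45 (SE 0.30, n = 9, adjusted p = 0.00746). Over all 70 hormone genes 33 rose and 2 fell (41 and 4 over the list alone, camera adjusted p = 2.85e-35). With an estimated correlation the jasmonate and salicylic acid rises remained (adjusted p = 4.16e-06 and 0.00315). These are genes the study picked in the same arrays, so the counts are not independent evidence. The calls of Glyma.01G171600 and Glyma.04G247600 ended in 11 and 6 settings, and that of Glyma.13G279200 without normalization (adjusted p = 0.897).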

Overall, plant hormones, especially ethylene and JA, are possibly critical in mediating soybean-SCN interactions, and further investigation is needed to understand their exact mechanisms in this process.

The phenylpropanoid pathway: The phenylpropanoid pathway plays an important role in plant growth and development as well as in biotic and abiotic stress responses, likely through regulating the formation of lignin, flavonoids, phytoalexins, etc. [60-63]. Our current microarray data showed that 20 genes potentially involved in this pathway were regulated by the SCN inoculation (see Additional file 9 and Additional file 12). For example, Glyma.01G187700 (Glyma01g39460) and Glyma.06G286600 (Glyma06g43970) (both encoding an O-methyltransferase) were significantly induced in all three lines by SCN. Consistent with our findings, previous microarray work also revealed multiple genes in the phenylpropanoid pathway regulated by the SCN inoculation [25,30]; however, our present work revealed more genes, once again, likely due to the broader coverage of the soybean genome by the array used in our study. Additionally, an early report by Edens et al. [64] showed that transcription of the genes encoding phenylalanine ammonia lyase and 4-coumaryl CoA ligase and the activities of these enzymes increased in resistant, but not in susceptible, soybean cultivars after nematode infection. And such increase in transcription and enzymatic activities led to increased synthesis of glyceollin, a phytoallaxin that inhibits multiple soybean pathogens [65]. Therefore, the phenylpropanoid pathway possibly plays a critical role in mediating soybean resistance to SCN, and further investigation is needed to understand how this pathway is involved in the process.

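Both O-methyltransferase genes rose at 3 dpi in the average over lines, Glyma.06G286600 by 4.33 (SE 0.44, n = 9, adjusted p = 4.52e-07) and Glyma.01G187700 by 3.23 (SE 0.39, n = 9, adjusted p = 6.31e-06). The responses of Glyma.06G286600 were 3.06 in Magellan, 6.56 in PI437654 (SE 0.75, n = 3, adjusted p = 2.52e-05) and 3.38 in PI567516C. Those of Glyma.01G187700 were 3.61 (adjusted p = 0.0653), 3.67 (adjusted p = 0.00623, a call that ended without any of 3 single arrays) and 2.42 (adjusted p = 0.402), with SE 0.68 and n = 3 in each line. Glyma.06G286200, of the same category, rose by 3.07 (SE 0.42, n = 9, adjusted p = 3.18e-05). In the study's phenylpropanoid category 10 of 20 genes rose (10 over the list alone, median 1.04, camera adjusted p = 1.5e-31, and 2.87e-06 with an estimated correlation). Genes of neighbouring steps rose too, the 4-coumarate CoA ligase gene 4CL3 by 1.59 (SE 0.32, n = 9, adjusted p = 0.00451), the chalcone isomerase gene CHI1B1 by 1.48 (SE 0.25, n = 9, adjusted p = 0.00073) and the isoflavone synthase gene IFS2 by 1.26 (SE 0.15, n = 9, adjusted p = 6.73e-06). Isoflavone synthase leads into the pathway of the phytoalexin glyceollin. The calls of 4CL3, CHI1B1 and IFS2 ended without normalization (adjusted p = 0.64, 0.465 and 0.215). The category was chosen by the study from the same arrays and is not independent evidence. The paper reasons from these genes and from earlier work on glyceollin that the pathway possibly is critical for resistance.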

### Other noticeable pathways or gene families

In addition, many genes in the following important gene families or processes were also found regulated constitutively and/or by the SCN inoculation in the current study: cell wall modification (52 genes), transporters (51 genes), development (50 genes), receptor-like kinases (45 genes), Cytochrome P450 (30 genes), peroxidases (25 genes), and calcium signaling (20 genes) (see Additional file 9). These groups of genes were also revealed in many previous microarray studies (e.g., [24-36]), although generally with a smaller number, likely due to the limited coverage of the genome by the microarrays used in those studies. 

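Peroxidases act in cell wall cross-linking and in oxidative defense. Of the 25 that the study listed, 15 rose at 3 dpi (20 over the list alone, median 1.94, camera adjusted p = 3.74e-49). Glyma.06G145300 rose by 4.37 (SE 0.69, n = 9, adjusted p = 0.000241), Glyma.18G055600 by 3.26 (SE 0.44, n = 9, adjusted p = 2.69e-05) and Glyma.15G129200 by 2.13 (SE 0.25, n = 9, adjusted p = 4.47e-06). Of 30 cytochrome P450 genes 12 rose and 1 fell (13 and 1 over the list alone, camera adjusted p = 3.72e-13), and Glyma.13G285300 was higher by 3.22 (SE 0.40, n = 9, adjusted p = 9.36e-06). Of 50 receptor-like kinases listed in Additional file 9 (the paper's text counts 45) 11 rose (16 over the list alone, median 0.73, camera adjusted p = 3.27e-18), among them Glyma.14G158600 with 2.17 (SE 0.40, n = 9, adjusted p = 0.00218). Of 52 cell wall genes 13 rose and 3 fell (19 and 3 over the list alone, camera adjusted p = 1.3e-19). Of 61 transporter genes listed there (the paper's text counts 51) 11 rose and 1 fell (14 and 4 over the list alone, camera adjusted p = 4.64e-06), and Glyma.15G087300 was higher by 3.85 (SE 0.58, n = 9, adjusted p = 0.000149). Of 20 calcium signaling genes 5 rose (5 over the list alone, camera adjusted p = 7.43e-05), Glyma.13G248200 by 1.67 (SE 0.29, n = 9, adjusted p = 0.00112). In water the calcium genes Glyma.04G173100 and SCAM-1 were higher in PI437654 by 2.81 and 2.43 (SE 0.34 and 0.30, n = 8, adjusted p = 6.52e-07 and 1.2e-06). Of 50 development genes 8 rose and 2 fell (14 and 3 over the list alone, camera adjusted p = 6.32e-06), with Glyma.08G200200 at 2.69 (SE 0.37, n = 9, adjusted p = 3.39e-05). The transporter, calcium and development calls ended against named probe sets (adjusted p = 0.115, 0.11 and 0.11), the call of Glyma.14G158600 without normalization (0.119), and all 7 held with an estimated correlation (0.000113 to 0.0235). The study picked every one of these groups in the same arrays, so their counts are not independent evidence.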

Further investigation of these genes will benefit our understanding of soybean-SCN interactions and may lead to effective ways to control SCN diseases in soybean.

### Promoter element analysis

To understand possible transcriptional regulation of genes revealed in the present study, promoter element analyses were conducted on the promoter regions (1,000 base pairs upstream of the start codon) of different groups of genes using the MotifSampler tool [66] incorporated into SoyKB [67,68]. All hexamer sequences in their promoter regions were examined. The most frequently occurring hexamers in most groups of genes were nTATAn and AAAAAA (data not shown). These elements likely play a general role in regulating gene expression, such as the TATA box motif with the core sequence TATA, and therefore were not of interest to us. However, a number of hexamers were significantly enriched in the promoter regions of certain groups of genes (see Additional file 13). For example, the GCATGC motif was significantly enriched in the promoters of the 58 genes similarly up- or down-regulated by SCN only in PI 437654 and PI 567516C at 3 dpi; the GyGGyG motif was significantly enriched in the promoters of the 62 genes up- or down-regulated by SCN only in PI 437654 at 8 dpi; and the rAGAGA motif was significantly enriched in the promoters of the105 genes up- or down-regulated by SCN only in PI 567516C at 8 dpi, etc. (see Additional file 10). Interestingly, these motifs all contain multiple Gs and/or Cs and appear to be novel. They are possibly involved in specific regulation of the genes revealed in the present study.

### Expression pattern of *Rhg1* and *Rhg4* in the three soybean genotypes

*Rhg1* and *Rgh4* are the two major QTL involved in soybean resistance to SCN [3,4]. Our current data showed that two out of three genes at the Rhg1 locus [3], Glyma.18G022400 (Glyma18g02580, encoding a predicted amino acid transporter) and Glyma18g02610 [encoding a protein with a WI12 (wound-inducible protein 12) region; not present in the newest soybean genome annotation], had a higher expression level in both resistant PI lines than in the susceptible cv. Magellan (2.4 ~ 4.5-fold higher) (see Additional file 14). However, the third gene, Glyma.18G022500 (Glyma18g02590, encoding an α-SNAP (α-soluble N-ethylmaleimide-sensitive factor attachment protein) vesicle-trafficking protein), was not significantly more expressed in the resistant lines, suggesting that the *Rhg1* loci in these two resistant PIs may be different from the *Rhg1* locus present in PI 88788, which shows significantly elevated expression of all three genes due to 10 copies of the 31-kb *Rhg1* repeat [3]. Consistent with this, the recent study by Cook et al. [69] showed that there were only 3 copies of the *Rhg1* repeat at the *Rhg1* locus in PI 437654 and the genes encoded by the *Rhg1* locus were moderately expressed relative to PI 88788. Therefore, our current data, together with findings by other researchers may help explain why *Rhg1* loci from soybean PI 437654 and PI 88788 respond differentially to SCN isolates [70]. 

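At Rhg1, the amino acid transporter gene Glyma.18G022400 was higher in water by 1.90 in PI437654 and 1.53 in PI567516C (SE 0.16, n = 8, adjusted p = 3.52e-10 and 3.47e-08). The wound-inducible protein gene Glyma18g02610 was higher by 1.33 and 1.55 (SE 0.28, n = 8, adjusted p = 0.00308 and 0.000455). The alpha-SNAP gene Glyma.18G022500 was not called, at 0.00 and -0.55 (SE 0.34, n = 8, adjusted p = 0.999 and 0.538), and PI437654 differed by -0.78, 0.30 and 0.48 at 0, 3 and 8 dpi. In SCN-inoculated roots its arrays in PI437654 (7.20 to 7.79) lay above those in Magellan (5.90 to 6.67) at 8 dpi but overlapped at 3 dpi (5.85 to 7.92 and 5.24 to 7.07), a comparison not tested here. Alpha-SNAP acts in vesicle trafficking, and the 3 genes lie together on a repeat whose copy number differs between soybean lines. The calls of Glyma18g02610 ended without normalization (adjusted p = 0.158 in PI437654). As the alpha-SNAP gene was not significantly higher in the resistant lines, the paper proposes that Rhg1 of both PI lines may differ from that of PI88788. Array intensities give no copy number, and a probe set of the alpha-SNAP gene can respond to sequence differences of the resistant alleles.

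**Figure D3:**
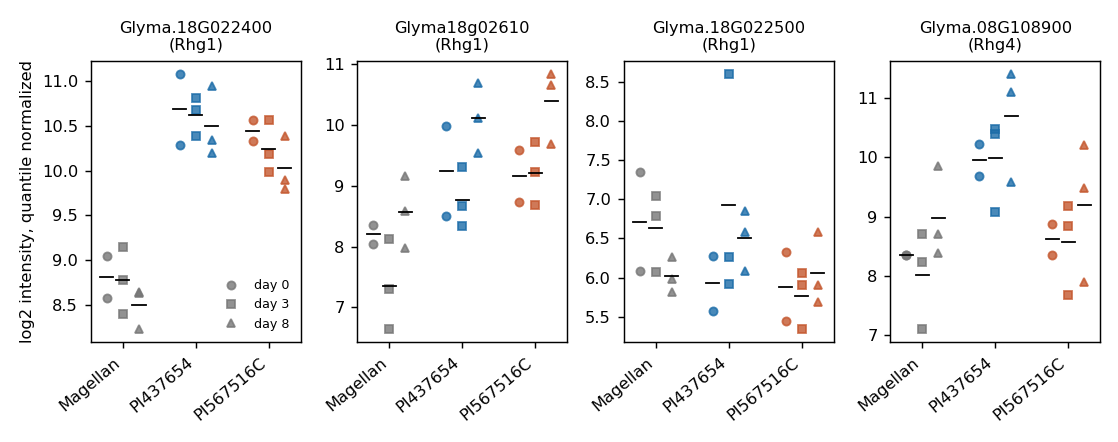
Each point is the log2 intensity of 1 array for 3 genes at Rhg1 and the Rhg4 gene, by line and day, and bars are group means. In PI437654 minus Magellan the water-treated differences averaged over days are 1.90 (Glyma.18G022400), 1.33 (Glyma18g02610), 0.00 (Glyma.18G022500) and 1.77 (Glyma.08G108900).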

*Rhg4* gene, Glyma.08G108900 (Glyma08g11490), encodes a serine hydroxymethyltransferase [4]. We found that this gene was constitutively expressed in the resistant line PI 437654 relative to the susceptible cv. Magellan (3.2 ~ 4.3-fold higher), but not in the resistant line PI 567516C. This result is in agreement with the mapping data that showed the presence of the *Rhg4* QTL in PI 437654 [18] and the absence of the typical *Rhg4* QTL in PI 567516C [14]. 

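The Rhg4 gene Glyma.08G108900, encoding a serine hydroxymethyltransferase of folate metabolism, was higher in water in PI437654 than in Magellan by 1.77 (SE 0.39, n = 8, adjusted p = 0.00481). In PI567516C the difference was 0.34 (SE 0.39, n = 8, adjusted p = 0.807). The PI lines compared directly differed by 1.43 (SE 0.39, n = 8, adjusted p = 0.0538), just over the threshold. With replicate number as a block in the limma fit the same difference was called (SE 0.19, adjusted p = 8.37e-06). The paper does not state whether arrays of the same number share an experiment. Among the alternative limma fits run for single genes, the call in PI437654 ended only without normalization (adjusted p = 0.327). The paper sets its result beside mapping data that placed Rhg4 in PI437654 and not in PI567516C.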

Further studies, such as re-sequencing the corresponding *Rhg1* and *Rhg4* regions in these PI lines, are needed to elucidate the observed differences. Some efforts are already under way in our laboratory and other laboratories (e.g., [69]).

### The present microarray work *vs*. reported microarray studies

Although so far many microarray studies have been done by different groups on the interactions of SCN with different soybean genotypes [24-36], it is not easy to compare our data directly with these previous results, due to the following reasons: different experimental conditions (different laboratories, different growth conditions, number of J2 used, and different time points, different growth stages, and different tissues or cell types), different soybean genotypes and SCN races, incompatible or compatible interactions, and different microarray platforms. However, there were a lot of similarities between our data and the published work [24-36], for example, regulation of many defense-related genes, many hormonal pathway genes, and cell wall modification genes. But results from our study appear to provide a broader picture of the gene expression profiles, either constitutively or in response to the SCN inoculation, in both resistant and susceptible soybean genotypes, due to the fact that the microarray used in our work covered many more soybean genes than those used in the previous reports. For example, we revealed more genes in ethylene pathway, protein degradation and transport processes, which could be potentially involved in mediating soybean-SCN interactions.

## Conclusions

In the present work, we compared gene expression profiles in two soybean plant introductions, PI 437654 and PI 567516C, which are resistant to multiple SCN HG Types, and one susceptible soybean cultivar, Magellan, in the presence or absence of the SCN infection. The soybean whole-genome array, which covered ~66,000 predicted soybean transcripts, was utilized for this purpose. To our knowledge, there has been no reported study on the soybean-SCN interactions using this whole genome array yet. Therefore, our current work provides a broader view of gene expression profiles in different soybean lines in the presence or absence of SCN. Overall, 297 genes were found constitutively regulated in the two resistant PI lines and 1,146 genes were found responsive to the SCN inoculation in the three soybean genotypes, with 30 genes regulated both constitutively and by SCN. These data suggest that both constitutive and inducible gene expression may contribute to the observed resistance in the two resistant soybean PI lines. Different soybean lines also showed significantly different gene expression profiles with or without the SCN inoculation. In addition to the findings similar to those reported in the published work, e.g., the regulation of many defense-related and hormonal pathway genes, we found that ethylene, protein degradation, and phenylpropanoid pathways may play an important role in mediating the soybean-SCN interactions. Additionally, we revealed multiple GC-rich motifs that may be involved in regulating gene expression in response to the SCN inoculation. Further detailed studies on selected genes and pathways may help us understand the molecular mechanisms underlying soybean resistance to SCN and may lead to effective ways to control the SCN disease in soybean.

## Methods

### Plant materials, experimental design, and inoculation

One SCN-susceptible soybean cultivar, Magellan [71], and two SCN-resistant soybean plant introductions, PI 437654 and PI 567516C, were utilized in the present study. Seeds of these soybean genotypes were germinated in germination paper pouches in the dark for 3–4 days. Each normal seedling was then transplanted into a micropot filled with steam-pasteurized sand. Seedling-containing micropots were pre-arranged in buckets, which were placed in a water bath tank with temperature maintained at 27 ± 1°C as previously described [14]. Three independent experiments were conducted using a randomized complete block design (RCBD). Ten seedlings per line were included for each replication.

A homogenous nematode population of HG type 0 (PA 3) [10] has been maintained at the University of Missouri for more than 30 generations. Eggs from females of this SCN population were incubated in 1% water agar and shaken at 25 rpm at 27°C on a rotary shaker for two days to promote hatching. Juvenile nematodes (J2) were then collected in fresh distilled water and checked for the density. For inoculation, two days after transplantation, each seedling was inoculated with 1 mL of J2 inoculum at a density of 2,000 J2/mL. In parallel, mock-inoculation with distilled water was also performed for each line as the control. Seedlings were watered daily to maintain soil moisture to facilitate uniform infection throughout the root system. Both SCN-inoculated and mock-inoculated root samples were harvested at 0, 3, and 8 days post inoculation (dpi), frozen in liquid nitrogen, and then stored at −80°C until RNA isolation. Some SCN-inoculated roots were stained with acid fuchsin [72] to confirm the successful infection.

### RNA extraction, labeling, and array hybridization

Frozen root tissue was ground to a fine powder using mortar and pestle pre-chilled in liquid nitrogen. Total RNA isolation was performed using Trizol Reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s instructions. Subsequently, contaminating genomic DNA (gDNA) was removed from each sample using TURBO™ DNase following the manufacturer’s instructions (Life Technologies**,** Grand Island, NY). Approximately 500 ng of gDNA-free RNA were used to produce fragmented and biotin-labeled cDNA using the Ambion WT Expression Kit (Affymetrix, Santa Clara, CA) and the Affymetrix WT Terminal Labeling and Hybridization Kit (Affymetrix, Santa Clara, CA) following the manufacturer’s instructions. The integrity of total RNA and fragmented biotin-labeled cRNA were examined with RNA6000 Nano Assay using the Agilent 2100 Bioanalyzer™ (Agilent Technologies, Palo Alto, CA).

The microarray used in the present study was the Affymetrix Soybean Whole-Genome Transcript Array described in detail by Valdés-López et al. [38]. Hybridizations were conducted at the DNA Core Facility, University of Missouri (http://biotech.rnet.missouri.edu/dnacore), following the standard Affymetrix procedures (Affymetrix, Santa Clara, CA). The arrays were scanned with a GeneChip 7G Plus high-resolution scanner. The gene expression values were obtained using Expressionist Refiner 6.1 (GeneData) as described by Valdés-López et al. [38]. The microarray data sets used in the present study were deposited in the Gene Expression Omnibus under the accession number of GSE64492 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64492).

### Microarray experiment and data analysis

Gene expression differences between samples were further analyzed using the software DNA-Chip Analyzer (dChip) (version release: Jan 26, 2010) [40]. The default settings were employed for normalization using the default array with median signal intensity (i.e., Mag-Ino-D8) as the baseline. Model-based expression values were computed using the default settings. To identify differentially regulated genes between two samples, the following criteria were selected: 2-fold, with a *t*-test p value <0.05, and the absolute signal intensity difference between the two samples >10. The functional classification of differential regulated genes was analyzed using MapMan [41].

### qRT-PCR analysis

cDNA synthesis and qRT-PCR reactions were performed as described [73]. The relative fold change of a gene caused by a particular treatment was calculated by first normalizing its expression to that of the reference gene (actin) in the same treated sample to obtain its normalized expression, and then comparing this normalized expression with the similarly normalized expression of the same gene in the corresponding control sample as described [74]. To calculate constitutive gene expression in the two resistant lines, the resistant lines were considered as the treated samples and the susceptible line (Magellan) as the control. The relative gene expression (fold change) was then calculated similarly.

### Promoter element analysis

The MotifSampler tool [66] incorporated into SoyKB [67,68] was used for predicting promoter consensus sequences in the 1,000 bp sequences upstream of the start codons in each group of genes. The corresponding regions of the remaining soybean genes were used as the background to infer the possible enrichment of a consensus sequence in the promoter regions of a particular group of genes. Top 10 motifs of six bases were predicted for each group of genes and were ranked based on the consensus score (cs), information content (ic) and log-likelihood (ll) [66].

## Additional files

Additional file 1:
**Master list of the 3,582 differentially regulated genes.** The table contains all the genes that were differentially regulated (at least 2 fold with a *p* value < 0.05) either constitutively or by SCN based on the old genome annotation [Glycine max genome assembly version Glyma.Wm82.a1 (Gmax1.01)]. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Additional file 2:
**Master list of the 1,413 differentially regulated genes.** The table contains all the genes that were differentially regulated (at least 2 fold with a *p* value < 0.05) either constitutively or by SCN based on the new genome annotation [Glycine max genome assembly version Glyma.Wm82.a2.v1 (Gmax2.0)]. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Additional file 3:
**Genes (297) constitutively regulated in two PI lines.** The table contains all the genes that were constitutively regulated (at least 2 fold with a *p* value < 0.05) in the resistant PI lines (PI 437654 and PI 567516C) by comparing with the susceptible cultivar Magellan. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Black: Genes (85) constitutively up- or down-regulated in both PI lines (PI654 and PI516C); Red: Genes (100) constitutively up- or down-regulated only in PI654; Green: Genes (112) constitutively up- or down-regulated only in PI516C. Additional file 4:
**Genes (1,146) regulated by SCN in different lines.** The table contains all the genes that were differentially regulated (at least 2 fold with a *p* value < 0.05) by SCN in any soybean line at 3 and/or 8 days post-inoculation. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Black: Genes (51) similarly up- or down-regulated in all three lines at 3 dpi; Dark red: Genes (71) similarly up- or down-regulated only in both Mag and PI654 at 3 dpi; Red: Genes (58) similarly up- or down-regulated only in both resistant lines at 3 dpi; Orange: Genes (15) similarly up- or down-regulated only in both Mag and PI516C at 3 dpi; Yellow: Genes (135) up- or down-regulated only in Mag at 3 dpi; Light green: Genes (444) up- or down-regulated only in PI654 at 3 dpi; Green: Genes (159) up- or down-regulated only in PI516C at 3 dpi; Light blue: Genes (5) similarly up- or down-regulated in 2 or 3 lines at 8 dpi; Blue: Genes (82) up- or down-regulated only in Mag at 8 dpi; Dark blue: Genes (62) up- or down-regulated only in PI654 at 8 dpi; Purple: Genes (105) up- or down-regulated only in PI516C at 8 dpi; Light purple: Genes (33) commonly regulated at both 3 and 8 dpi. Additional file 5:
**Genes (30) regulated both constitutively and by SCN.** The table contains all the genes that were regulated (at least 2 fold with a *p* value < 0.05) both constitutively and by SCN in the resistant soybean lines (PI 437654 and PI 567516C). 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Additional file 6:
**Comparison of microarray and qPCR data.** Fifteen genes were randomly selected from the master list of the genes differentially regulated (see Additional file 1), and examined for their expression at 3 and 8 days post-inoculation using qPCR. The results were the average from three biological replicates. Additional file 7:
**Functional categories of constitutively regulated genes.** The constitutively-regulated 297 genes were grouped into different functional categories using MapMan. Additional file 8:
**Functional categories of SCN-regulated genes.** The SCN-regulated 1146 genes were grouped into different functional categories using MapMan. Additional file 9:
**Selected groups of genes.** The table contains the selected gene families or groups that were significantly represented in the differentially regulated genes. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation. Additional file 10:
**Biotic stress pathways.** Many genes possibly involved in multiple biotic stress pathways were differentially regulated either constitutively or by SCN. The pathways were generated using MapMan. Additional file 11:
**Ubiquitin-dependent protein degradation pathway.** Many genes possibly involved in the ubiquitin-dependent protein degradation pathway were differentially regulated either constitutively or by SCN. The pathway was generated using MapMan. Additional file 12:
**The phenylpropanoid pathway.** Many genes possibly involved in the phenylpropanoid pathway were differentially regulated either constitutively or by SCN. The pathway was generated using MapMan. Additional file 13:
**Occurrence of G-rich elements in different groups of genes.** The MotifSampler tool was used to reveal promoter elements possibly enriched in the promoter regions of certain groups of genes that were differentially regulated. The corresponding regions of the remaining soybean genes were used as the background to infer the possible enrichment of an element in the promoter regions of a particular group of genes. Additional file 14:
**The Rhg1 and Rhg4 genes.** The expression patterns of the Rhg1 and Rhg4 genes in the two resistant soybean lines. 654: PI 437654; 516C: PI 567516C; Mag: Magellan; con: control (mock) treatment; D0: 0 day post-inoculation; D3: 3 days post-inoculation; D8: 8 days post-inoculation.

How the deposited data were processed for this re-analysis (not part of the article)

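Roots of the SCN-resistant lines PI437654 and PI567516C and of the susceptible cv. Magellan were sampled at 0, 3 and 8 dpi after inoculation with 2,000 J2 per seedling or with water, on 42 Affymetrix Soybean Whole Transcript arrays. The deposited values are probe set intensities on a linear scale. According to the authors, the scanned signal intensities were turned into expression values in Expressionist Refiner and then normalized, modelled and tested in dChip, while the sample records name RMA. Which of these made the deposited table is not known. Its values were not on a common scale: array medians were 12.331, 15.052 and 7.338 for the arrays numbered 1, 2 and 3, and from 3.682 to 18.819 for Magellan in water at 8 dpi. Read depth does not apply to arrays; the precision of each comparison is given by its SE.

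Values were log2-transformed and quantile-normalized over the 42 arrays with limma 3.58.1 in R 4.3.3. The plan had been to use the values as deposited, and it was changed when the array medians were seen. A linear model with 1 mean for each of the 15 groups was fitted with limma, and contrasts were tested with its moderated statistic on 27 residual degrees of freedom plus the prior. All adjusted p of single probe sets are Benjamini-Hochberg values from limma over 66,659 probe sets. A call needs an adjusted p under 0.05 and at least 2-fold change. SE is that of the contrast from limma. The groups were water and SCN in each line at 3 and 8 dpi and water at day 0, with 2 arrays per group at day 0 and 3 otherwise. SCN responses were tested in each line, averaged over lines, between lines and between days. Constitutive differences were tested at each day, called at 2 or more days, and averaged over days; the averages with limma carry the values of single genes. The p of a correlation with qPCR come from 100,000 permutations.

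Probe sets were named from the study's Additional files (2 before 1), and otherwise from the platform annotation, which gave 5,661 named probe sets. That annotation lists 3,139 probe sets, and the 3,085 with 1 gene were used. Genes written as Glyma followed by a number and a symbol such as PR1-1 are probe sets of these tables. Lists were tested with camera, which compares a list with all other probe sets, with a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays or with the named probe sets as background. Adjusted p of lists are over all lists of a comparison. The lists were 14 gene families by symbol, 12 categories of the study and 32 keyword lists, of which 25 had members and 8 with fewer than 5 members were not tested. The families by symbol were fixed before any value was seen and do not depend on this study, while the keyword lists hold genes the study described. A further 18 subgroups of the study's categories and a list of NBS-LRR genes were added after the values were seen. Classes of genes regulated in 1 or more lines were rebuilt from the fold changes and p in Additional files 2 and 3, so their sizes are not always those in the paper. Genes were named by a rule set before the values: every gene the paper names, the 15 qPCR genes, up to 10 largest rises and falls among the calls of a comparison without overlap between replicates, and up to 4 members of each list by adjusted p. The paper's own fold changes had been seen when the rule was written. Outside this rule, examples of the subgroups and genes that differ between days were added after the values were seen.

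The alternatives were no fold minimum, an intensity trend with a robust prior, only the compared groups in the fit, no dim probe sets, median centring, replicate number as a block, each array left out in turn, and the unadjusted test of the paper's methods on linear values (at least 2-fold and a difference above 10) with and without adjustment. Added after the values were seen were loess, leaving out the 5 Magellan arrays numbered 1, and the named background. No normalization, the main setting first planned, became an alternative when quantile normalization replaced it. Replicate numbers come from the sample titles; the paper names 3 independent experiments in randomized complete blocks, and whether arrays of the same number share an experiment is not stated. Calls were also counted after regrouping arrays, in 10 splits for 3 against 3 arrays and in 100 otherwise. The pipeline was tested on simulated data, with changes set only in probe sets brighter than the median, so recovery of dim ones is not known. Changes of 4-fold were recovered for 58.2% of these probe sets in PI437654 at 3 dpi and 49.3% of the constitutive ones. The share was 100% in the average over lines at 8 dpi, but 20.9% for a difference of responses between PI437654 and Magellan. Promoter hexamers and coordinates were left out because no genome was used here.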

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

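The tests of this part were planned, while leaving out the Magellan arrays numbered 1 was chosen after the results were seen. No normalization was the main setting first planned, and it was kept as an alternative.

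The SCN response averaged over lines differed between 8 and 3 dpi for 18 probe sets, and it was picked for a closer look because the same contrast had different effects at the 2 days. Of these, 17 had a smaller or reversed response at 8 dpi. The lipoxygenase genes Glyma14g34920 and VLXB went from 3.25 and 1.55 at 3 dpi to 0.60 and -0.03 at 8 dpi (differences -2.65, SE 0.45, and -1.58, SE 0.24, n = 9, adjusted p = 0.0127 and 0.00372). The phosphofructokinase gene Glyma.08G199800 went from 2.66 to 0.33 (difference -2.33, SE 0.42, n = 9, adjusted p = 0.0258), the tyrosine kinase gene Glyma.06G057300 from 1.99 to 0.11 (-1.88, SE 0.31, adjusted p = 0.0108) and Glyma.03G021300 from 1.76 to -0.09 (-1.85, SE 0.26, adjusted p = 0.00161). Only Glyma.02G114100 was higher at 8 dpi (-0.83 and 1.06, difference 1.89, SE 0.36, adjusted p = 0.0426). Without single arrays the count ran from 9 (water-treated Magellan, 3 dpi, replicate 2) to 30 (SCN-inoculated PI437654, 3 dpi, replicate 3). It was 5 without the 5 Magellan arrays numbered 1 and 0 without normalization. At unadjusted p under 0.05 there were 3,342, against 3,333 by chance. Of 100 splits, 2 including the real one gave as many calls, and 1 of them called 132. The splits exchanged arrays between 3 and 8 dpi, which also differ in seedling age, so they cannot decide on chance. The paper states that far fewer genes responded at 8 than at 3 dpi, which this contrast tests gene by gene.

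In water, 872 probe sets differed between PI437654 and PI567516C averaged over the days, picked because the resistant lines differed under the same comparison with Magellan. They were nearly balanced, with 458 higher in PI437654 and 414 lower. The leucine-rich repeat gene Glyma16g30320 was 6.86 above Magellan in PI567516C (SE 0.27, n = 8, adjusted p = 2.13e-18) and 0.04 in PI437654 (adjusted p = 0.975). An acid phosphatase gene, Glyma.08G200100, was lower in PI437654 by -3.06 (SE 0.56, n = 8, adjusted p = 0.000567) and at -0.20 in PI567516C. The number ran from 773 to 876 without single arrays and was 338 without normalization. Among 100 splits only the real one reached it, the highest other being 475. The paper counts genes particular to each line without testing the lines against each other.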

How the results depend on the processing

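Tests with loess, without the 5 Magellan arrays numbered 1 and against named probe sets were chosen after the results were seen. No normalization was the main setting first planned, and quantile normalization replaced it when the array medians were seen. The other alternatives were written before the data were examined. Counts below are calls, and the cause was not tested for any change.

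An intensity trend with a robust prior gave 19 in Magellan at 3 dpi, 120 in the average at 8 dpi and 37 for 8 against 3 dpi. With only the groups compared in the fit these were 44 in Magellan at 3 dpi, 0 in PI437654 at 8 dpi, 52 and 111 constitutive calls in PI437654 and PI567516C, and 0 in the average at 8 dpi. Without dim probe sets there were 6 in Magellan and 6 in PI567516C at 3 dpi and 0 in PI437654 at 8 dpi. Median centring gave 2 in Magellan at 3 dpi, 0 in PI437654 at 8 dpi and 138 in the average at 8 dpi. With replicate number as a block the counts were 34, 327 and 29 in Magellan, PI437654 and PI567516C at 3 dpi. They were 166 in the average at 8 dpi and 52 for 8 against 3 dpi. Glyma.08G108900 then differed between the PI lines by 1.43 (SE 0.19, adjusted p = 8.37e-06). The paper names blocks but ties no array number to them, so this pairing is read from the arrays alone. Of 36 arrays, 35 correlated best with arrays of their own number (mean r 0.17 at 3 dpi and 0.24 at 8 dpi, against -0.08 and -0.12 for different numbers). Of pairs of the same number 39 and 42 of 45 were above 0.1, against 2 and 1 of 90 pairs of different numbers.

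Without normalization there were 4 in PI437654 and 0 in PI567516C at 3 dpi, 0 in PI437654 at 8 dpi, 89 and 112 constitutive calls, 116 and 0 in the averages at 3 and 8 dpi, 338 between the PI lines and 0 for 8 against 3 dpi. Leaving out the 5 Magellan arrays numbered 1 gave 0 in the average at 8 dpi and 5 for 8 against 3 dpi. The unadjusted test of the paper's methods gave 358, 810 and 423 at 3 dpi and 100, 103 and 151 at 8 dpi in Magellan, PI437654 and PI567516C. After adjustment it gave 0 for PI437654 at 3 and 8 dpi, 0 for PI567516C at 3 dpi and 0 constitutive calls in either line. Lists were called 201 times in the main setting, 100 times with an estimated correlation and 133 times against named probe sets. Each setting was counted by itself. With the columns of the qPCR table as headed, r in Magellan was 0.984 in place of 0.383, a column that repeats the array values.

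Leaving out 1 array gave 0 to 1 in Magellan at 3 dpi (1 without water replicate 1), 68 to 127 in PI437654 (without SCN replicate 1 and water replicate 1) and 0 to 25 in PI567516C (without water replicate 2 and SCN replicate 3). At 8 dpi it gave 0 to 85 in Magellan (85 without water replicate 2), 0 to 69 in PI437654 (69 without SCN replicate 3) and 0 to 5 in PI567516C (5 without SCN replicate 3). The averages ran from 425 to 567 at 3 dpi and from 1 to 303 at 8 dpi (without SCN replicate 2 of Magellan and SCN replicate 3 of PI437654). Constitutive calls ran from 363 to 449 in PI437654 and from 382 to 477 in PI567516C, those between the PI lines from 773 to 876, and those for 8 against 3 dpi from 9 to 30. Line differences of the response stayed at 0. Not counting the fits without 1 array, 43 values moved, 114 stayed the same and 1 was stronger. The same ones include line differences that were 0 in both fits. Of the fits without 1 array, 6 of 6 moved for PI437654 at 3 dpi and 17 of 18 for the average at 8 dpi. The majority of calls turned without normalization, from 40% and 41.1% higher to 60.7% and 62.5% for the constitutive ones and from 52.5% to 39.3% between the PI lines, and to 51.8% in PI567516C with the unadjusted test.

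Among the 4,336 gene values, none of those called in the main fit changed sign in another fit. Sign changes of values not called were not counted. Calls of named genes in the average at 3 dpi ended for 75 of 130 without normalization and for 23 without 1 array, and at 8 dpi all 30 ended in each of these. Signal over background limits small fold changes of dim probe sets, which the simulation left out. Among simulated probe sets brighter than the median, 2-fold changes were found in 7.5% of cases in PI437654 at 3 dpi. The promoter hexamers were not run.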

Differences from the paper's values

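Tests on the paper's values under loess, and counts of constitutive calls by the unadjusted test at any day or at day 0, were chosen after the values were seen. No normalization was the main setting first planned, and the other alternatives were set beforehand. A count is said to differ when one is more than 1.5 times the other, and a log2 value when the signs differ or the gap exceeds the replicate SD.

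The paper's 1,398 SCN-responsive genes compare with 205 probe sets here, and its 1,146 in Additional file 2 with 140. The unadjusted test of the paper's methods, set beforehand, brings both within 1.5 times (1,616 and 949), and no other alternative does. The paper's 926 genes at 3 dpi, 253 at 8 dpi and 33 at both compare with 140, 0 and 0, and the same test alone is within 1.5 times (788, 191 and 30). For its 297 constitutive genes of Additional file 2 there are 195 here, within 1.5 times under that test (229) or with replicate number as a block (242). Its 30 genes regulated in both ways compare with 3, and 26 under that test. The paper's Results define constitutive genes at day 0, while the counts here need a call at 2 or more of 3 days. At day 0 alone, set beforehand, limma gives 154 for the 297 genes and 6 for the 30, and the unadjusted test at day 0 gives 160 and 50. The paper's 2,375 constitutive genes over all probe sets compare with 652, and its 191 genes regulated both ways with 3. None of the alternatives set beforehand reaches these: they gave 0 to 855 and 0 to 45, with 613 and 7 at day 0 alone. The unadjusted test at day 0 gave 711 and 78. Counting a constitutive call of the unadjusted test at any day, chosen after seeing the values, gave 2,555 and 249, but 440 for the 297 genes and 156 for the 30.

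Of 612 log2 fold changes in Additional file 2 for genes the paper names, 29 differ here. The paper's 2.38 and 2.66 for Glyma.08G256600 in water at day 0 (PI437654 and PI567516C) are 2.65 and 3.00 here, its -6.04 for Glyma.08G318000 (PI567516C, day 0) is -6.33, and its -3.72 and -3.73 for Glyma.09G023700 (day 3) are -4.05 and -4.11. The paper's -0.58 for the SCN response of Glyma.08G317400 (PI567516C, 8 dpi) is -0.43, its 1.28 for Glyma.13G208000 (PI567516C, 3 dpi) is 1.53, its -1.08 for Glyma.09G062600 (Magellan, 3 dpi) is -1.34 and its -1.21 for Glyma.06G174800 (PI437654, 3 dpi) is -1.44.

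The other 20 have another sign. In water, the paper's value and the one here are 0.14 and -0.03 for Glyma.12G198100, 0.16 and -0.05 for Glyma.02G042500 and 0.03 and -0.02 for Glyma.06G286600 (PI567516C, day 3), 0.08 and -0.11 for Glyma.08G341300 (PI437654, day 3), and 0.03 and -0.05 for Glyma.06G187300 (PI567516C, day 0). At day 0 in PI437654 they are 0.14 and -0.06 for Glyma.02G054200, 0.12 and -0.06 for Glyma.08G341400, -0.01 and 0.01 for Glyma.09G062600, and -0.15 and 0.04 for Glyma.02G264200. At day 8 they are -0.04 and 0.01 for Glyma.05G204600 (PI567516C), and -0.58 and 0.08 (PI437654) and -0.26 and 0.11 (PI567516C) for Glyma.13G208000.

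For SCN responses in Magellan the paper's value and the one here are 0.03 and -0.18 (3 dpi) and -0.41 and 0.23 (8 dpi) for Glyma.13G208000, 0.12 and -0.10 for Glyma.06G311100 (3 dpi), -0.01 and 0.41 for Glyma.03G202100 (8 dpi), and -0.03 and 0.04 for Glyma.20G036300 (8 dpi). In PI567516C at 8 dpi they are -0.14 and 0.07 for Glyma.18G022400, 0.15 and -0.22 for Glyma.08G341300, and -0.01 and 0.03 for Glyma.06G174800.

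Of the 29, median centring, set beforehand, leaves no difference by this rule for 9: Glyma.08G318000, Glyma.08G341300 at 8 dpi, Glyma.08G341400, Glyma.20G036300, the 3 dpi value of Glyma.06G174800, and all values of Glyma.13G208000 but the 3 dpi value in Magellan. For Glyma.20G036300 (-0.48) and Glyma.08G341400 (0.34) the value is nevertheless farther from the paper's. It still differs for 20. Loess, added after seeing the values, leaves no difference for 8, all but 1 of them among these 9 (Glyma.06G286600). No normalization leaves none for 9, among them Glyma.09G023700, Glyma.12G198100, Glyma.18G022400, Glyma.02G042500 and Glyma.06G286600. Of the paper's 612 values 43 differ under loess, 71 with median centring and 121 without normalization, and without normalization 4 of the 203 calls in PI437654 at 3 dpi remain. No scaling reaches the paper's values of Glyma.08G256600, Glyma.08G317400, Glyma.02G054200, Glyma.05G204600, Glyma.06G187300, Glyma.06G311100, Glyma.09G062600, Glyma.03G202100 and Glyma.02G264200, nor those of Glyma.08G341300 at day 3 and Glyma.13G208000 in Magellan at 3 dpi.

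In direction and ranking, the paper counts as regulated in a single line at 3 dpi genes whose responses here mostly had the same direction in the other lines (from 39 of 64 to 71 of 76 by line and class, as rebuilt from Additional file 2), and no response differed between lines by limma. It counts responses in Magellan and in PI567516C, and at 8 dpi, for which few or none were called here. It names Glyma.13G208000, Glyma.18G254000 and Glyma.03G202100 as regulated in 2 lines each. They were not called by limma in a line or in the average, but the responses run as the paper states (2.13 and 1.53 in the PI lines against -0.18 in Magellan, 2.41 and 1.47 in Magellan and PI567516C against -0.12 in PI437654, and -1.43 and -1.72 against -0.39), and the unadjusted test calls each in those 2 lines. It names Glyma.09G053700 as constitutive, and Glyma.02G042500 and Glyma.15G206800 as regulated. Limma called none of them in these ways, while the unadjusted test called Glyma.09G053700 in PI437654 at day 0, Glyma.02G042500 in Magellan and PI437654 at 3 dpi and Glyma.15G206800 in PI567516C at 8 dpi. In its table of qPCR values the headings of the SCN columns appear exchanged against its own array table.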

Other observations

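Tests of the families by symbol and of the array regroupings were set in advance, while the subgroups and most tests of explanations were chosen after the results were seen.

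Genes of cell division were higher as a list at 3 dpi; the paper only counts 7 genes of cell division and cell cycle in a list and discusses none. All 12 histone and cell cycle genes were higher in the average over lines (1 called, 2 over the list alone, median 0.82, camera adjusted p = 3.26e-14, and 5.13e-05 with an estimated correlation). At 8 dpi their median was 0.43 (0 called by limma, camera adjusted p = 5.26e-06, and 0.0192 with an estimated correlation). SCN feeding sites are known to re-enter the cell cycle. Of 6 vascular secondary wall genes 2 rose (3 over the list alone, median 1.06, camera adjusted p = 1.36e-05), while 3 of 13 genes of cell wall loosening fell (3 over the list alone, median -0.19, camera adjusted p = 0.517). All 3 lists hold genes the study described, so they are not independent evidence.

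Protease inhibitor genes differed by comparison. Of 5 inhibitors of the study's defense category 3 rose after inoculation (3 over the list alone, camera adjusted p = 1.87e-06). The Kunitz inhibitor gene KTI-2 had 2.24 (SE 0.26, n = 9, adjusted p = 3.62e-06), the values of Glyma.09G155500, which is among these 3. In water the trypsin inhibitor gene Glyma.18G191400 was lower in PI437654 and PI567516C, at -3.12 and -3.60 (SE 0.34, n = 8, adjusted p = 8.01e-08 and 3.58e-09). A heat shock gene, Glyma.08G213400, was lower as well, at -2.18 and -2.42 (SE 0.19, n = 8, adjusted p = 5.19e-10 and 4.29e-11). The acid phosphatase gene Glyma.08G200100 rose by 4.03 at 3 dpi (SE 0.52, n = 9, adjusted p = 1.38e-05), the metal-binding gene Glyma.09G016400 by 4.20 (SE 0.59, n = 9, adjusted p = 4.57e-05), the peroxidase gene Glyma.11G162100 by 4.19 (SE 0.52, n = 9, adjusted p = 7.97e-06) and MYB73 by 3.30 (SE 0.47, n = 9, adjusted p = 4.98e-05).

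At 3 dpi the keyword lists gave the following rises, with the count over the list alone, the camera adjusted p and that with an estimated correlation. Peroxidases had 15 of 26 (20, 2.24e-47, 0.000113), cytochromes P450 12 of 31 and 1 fall (13 and 1, 1.73e-13, 0.000475), jasmonate genes 11 of 16 (12, 1.48e-37, 2.87e-06) and pathogenesis-related genes 5 of 9 (6, 2.79e-17, 3.41e-05). Secreted and vacuolar proteases had 9 of 25 and 1 fall (13 and 2, 3.4e-12, 0.000337), protease inhibitors 4 of 10 (4 and 1 fall, 2.19e-09, 0.00324), WRKY genes 5 of 12 (8, 8.29e-14, 0.00324) and calcium genes 5 of 20 (5, 2.55e-05, 0.0218). Glutathione transferases had 2 of 8 (3, 0.000243, 0.013), heat shock genes 2 of 8 (3, 0.00183, 0.00466) and drought and ABA genes 0 of 5 (1, 0.0139, 0.0218). The calls of calcium, glutathione transferase, heat shock and drought genes ended against named probe sets (0.0918, 0.0918, 0.173 and 0.266). Nitrate and amino acid transporters had 3 rises and 1 fall of 13 (4 and 2, median -0.12, mean 0.21, adjusted p = 0.474), ribosomal genes 0 of 8 (0, 0.322) and ubiquitin ligases 0 of 23 (0.28). These lists hold only genes the study described and are not independent evidence.

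Among families by symbol the camera adjusted p was 0.278 for MYB (1 rise and 1 fall of 11), 0.61 for NAC (0 of 17), 0.436 for WNK (0 of 13), 0.61 for glutathione transferases (0 of 21, 1 over the list alone), 0.217 for heat shock proteins, 0.468 for nodulins, 0.694 for proline-rich proteins (1 fall of 12, and 2 rises and 1 fall over the list alone) and 0.46 for seed maturation proteins. At 8 dpi seed maturation genes were lower (median -0.18, adjusted p = 0.00037, and 0.0256 with an estimated correlation), as were nodulins (median -0.59, adjusted p = 0.00312, but 0.246 with an estimated correlation). Of the study's transcription factors 21 rose and 1 fell at 3 dpi (35 and 1 over the list alone, median 0.66, adjusted p = 4.01e-20, and 0.000348 with an estimated correlation). The zinc finger subgroups C2H2 and C2C2 had 1 of 9 and 2 of 10 (3 and 3 over the list alone, adjusted p = 0.0362, but 0.0697 with an estimated correlation, and 0.00299, 0.0326). The study chose the last 3 lists, which are not independent evidence.

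The 5 Magellan arrays numbered 1 had the lowest values on the first principal component, without a gap to the next array (-63.7 and -61.6). RNA of another line would give a score above 0.5 between Magellan (0) and a resistant line (1), and the highest was 0.328, which argues against exchanged samples but leaves a smaller mixture open. Brightness could differ, but only 2 of the 5 arrays were outside the range of the others. A difference between experiments might be shared by the other lines, and the correlations with their arrays numbered 1 were 0.172 and 0.266, which leaves this open.

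Genes called in PI437654 at 3 dpi were not called in Magellan in the main fit. Of these genes 100% had the same direction in Magellan, which is consistent with a response there that misses the threshold. A larger spread between the Magellan arrays may add to this: the ratio of the median variances was 1.248, too small to settle it.

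More constitutive calls were lower than higher in both resistant lines. This may follow from the scaling, as the share of higher calls was at least 60.7% without normalization, but it was 35.4% to 42.6% with median centring and loess, which leaves it open. Sequence variants under the probes could also lower signals, and of the lower calls 100% were lower in SCN-inoculated roots too, which would hold for variants and for expression alike.

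When arrays were regrouped, the real grouping is counted among the splits. Chance was excluded for the average response at 3 dpi (1 of 100 splits reached 570, the highest other 5), for the constitutive differences (1 of 100 each, highest others 274 and 261 against 430 and 450) and for the PI lines against each other (1 of 100). For 8 against 3 dpi 2 of 100 reached 18, but these splits exchange arrays of different seedling age and cannot decide on chance. Chance was not excluded for the average at 8 dpi, where 5 of 100 reached 71, the highest other calling 380. Those splits exchange arrays of different numbers, while same-numbered arrays resembled each other, so they cannot decide on chance. For the differences between lines the real count is 0, which every split reaches, so the splits say nothing on chance there. Other splits called up to 1,577 (PI437654 and Magellan), 295 (PI567516C and Magellan) and 167 (the PI lines). They exchange arrays between lines within a treatment, so constitutive line differences can enter these counts, and no conclusion is drawn from them. With 3 against 3 arrays the 10 splits were too few: the real counts at 3 dpi were 0 in Magellan (highest other 2), 203 in PI437654 (2) and 10 in PI567516C (0), and at 8 dpi 0 in Magellan (2,189, which points to a structure of the samples), 1 in PI437654 (17) and 0 in PI567516C (0).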
